# Large scale changes in the transcriptome of *Eisenia fetida* during regeneration

**DOI:** 10.1371/journal.pone.0204234

**Published:** 2018-09-27

**Authors:** Aksheev Bhambri, Neeraj Dhaunta, Surendra Singh Patel, Mitali Hardikar, Abhishek Bhatt, Nagesh Srikakulam, Shruti Shridhar, Shamsudheen Vellarikkal, Rajesh Pandey, Rijith Jayarajan, Ankit Verma, Vikram Kumar, Pradeep Gautam, Yukti Khanna, Jameel Ahmed Khan, Bastian Fromm, Kevin J. Peterson, Vinod Scaria, Sridhar Sivasubbu, Beena Pillai

## Abstract

Earthworms show a wide spectrum of regenerative potential with certain species like *Eisenia fetida* capable of regenerating more than two-thirds of their body while other closely related species, such as *Paranais litoralis* seem to have lost this ability. Earthworms belong to the phylum Annelida, in which the genomes of the marine oligochaete *Capitella telata* and the freshwater leech *Helobdella robusta* have been sequenced and studied. Herein, we report the transcriptomic changes in *Eisenia fetida* (Indian isolate) during regeneration. Following injury, *E*. *fetida* regenerates the posterior segments in a time spanning several weeks. We analyzed gene expression changes both in the newly regenerating cells and in the adjacent tissue, at early (15days post amputation), intermediate (20days post amputation) and late (30 days post amputation) by RNAseq based de novo assembly and comparison of transcriptomes. We also generated a draft genome sequence of this terrestrial red worm using short reads and mate-pair reads. An in-depth analysis of the miRNome of the worm showed that many miRNA gene families have undergone extensive duplications. Sox4, a master regulator of TGF-beta mediated epithelial-mesenchymal transition was induced in the newly regenerated tissue. Genes for several proteins such as sialidases and neurotrophins were identified amongst the differentially expressed transcripts. The regeneration of the ventral nerve cord was also accompanied by the induction of nerve growth factor and neurofilament genes. We identified 315 novel differentially expressed transcripts in the transcriptome, that have no homolog in any other species. Surprisingly, 82% of these novel differentially expressed transcripts showed poor potential for coding proteins, suggesting that novel ncRNAs may play a critical role in regeneration of earthworm.

## Introduction

Members of the phylum Annelida, commonly represented by earthworms and leeches are cosmopolitan in distribution, occupying a variety of niches from the soil in our gardens to marine sediments. Some species are ecologically relevant because they sieve our soil[1], while others burrow through deep marine sediments[2]. Several annelids parasitize a variety of marine and terrestrial hosts[3]. Annelids have also been found as fossilized remains from the Cambrian era[4]. Broadly divided into two major classes; Clitellata which is further divided into Oligocheates (earthworms) and Hirudinea (leeches) and the class Polychaeta (largely comprising marine worms), the systematics of this group of segmented worms undergoes constant reworking in the light of modern molecular tools employed for classification[5,6]. They belong to the superphylum Lophotrochozoa, which encompass phyla including the molluscs and flatworms, grouped according to protein coding surveys into a 402-ortholog dataset[7]. Earthworms also show intriguing behaviors like the ability to distinguish light of different wavelengths[6,8] and respond to tactile stimuli[9], vibrations[10] and dragging objects along directions that offer least resistance[11].

Many earthworm species have a remarkable ability to regenerate part of the body lost due to injury. The potential to regenerate lost body parts has repeatedly appeared and disappeared during evolution[12]. Planaria and Hydra display a type of regeneration called morphallaxis involving the reorganization of existing cells and re-programming of cell fates. The lizard tail, starfish arms and legs of some arthropods show autotomy as a defense. The breaking off of a body part is followed by re-growth and sometimes, incomplete re-establishment of cell types. The zebrafish fin and beaks of certain birds display spatially restricted regenerative potential of certain tissue types. In contrast, the earthworm and salamander limb offer models that display the coordinated regeneration of nerve, muscle, vasculature and blood.

In the presence of model organisms such as Hydra[13] or planarians[14] for studying regeneration, annelids pose an interesting new challenge. Annelids are highly variable in their regenerative capacity, with leeches showing none to some sabellids, chaetopterids and lumbriculids producing an entire individual from a mid-body segment [15]. All this hints toward a diversity of mechanisms for regeneration and asexual reproduction in annelids.

Previous attempts at characterizing the regenerative potential of earthworms have focused on the extent to which regeneration may be accomplished. Barring characterization of a few specific genes, there have been no comprehensive analyses of gene expression during regeneration in earthworms. Transcriptomic studies in the regenerating zebrafish fin[16,17], planaria[18,19] and hydra[20] have revealed the importance of growth factor signaling and re-programming factors during regeneration. Eventually, comparative analysis of genomes and transcriptomes of closely related species with widely different regenerative potential may reveal novel genes, regulatory elements or genomic rearrangements that account for the intermittent manifestation of regenerative ability during evolution.

Here, we report the transcriptome of the epigeic vermicomposting worm *Eisenia fetida*, also known as red-worm, along with an extensive analysis of transcriptome dynamics during regeneration. We report the presence of a neurotrophin gene, with limited similarity to mammalian nerve growth factor family that is upregulated during regeneration. We show that genes known to enhance neural regeneration are induced during earthworm regeneration implying that certain conserved molecular pathways are involved in this gene expression program. Based on HOX gene analysis from a draft genome Zwarycz et. al. have previously reported that the *E*. *fetida* genome has undergone extensive duplications[21]. We used miRNA as indicators of phylogenetic history to find that like Hox genes, several miRNA families have multiple paralogs in *E*. *fetida*.

In pursuit of novel drivers of regeneration, we show that 315 earthworm genes that encode proteins with no orthologs, were differentially expressed. Amongst these novel genes, 216 showed poor coding potential while 99 transcripts can potentially code for peptides that may be important in regeneration. The dominance of non-coding transcripts during regeneration may provide an explanation for the remarkable variation in regenerative potential amongst closely related annelid species.

## Materials and methods

### DNA and RNA isolation

*Eisenia fetida* earthworms were procured from farmers engaged in vermicomposting and maintained in a culture in the laboratory at around 22^o^C with moderate humidity. No specific permissions were required for procuring earthworms since they were being sold as vermicompost. They were brought in the lab and cultured as it is. They are neither endangered species nor do they come under animals requiring ethical approval. The worms were rinsed in tap water to remove any attached soil. They were then fixed in 70% ethanol for 5 minutes. A platform was used to pin the worm from both ends in order to dissect out the gut. The body wall was then cleaned thoroughly to remove all residual soil matter. The DNA was then isolated according to a protocol adapted from Adlouni et. al[22]. Briefly, the tissue was homogenized using liquid nitrogen and dissolved in 1ml of DNA extraction buffer (100mM NaCl; 50mM EDTA; 7%Sucrose; 0.5%SDS; 100mM Tris base; pH 8.8). Fifty microlitres of Proteinase K (10mg/ml) were added and the homogenate was incubated at 65^o^C for 2 hours. The proteins were precipitated by 120uL of 8M Potassium acetate at 4^o^C. Precipitated proteins were removed by centrifugation at 10,000g while the supernatant was treated with equal volume of Phenol: Chloroform: Isoamyl alcohol on ice. The aqueous layer was recovered after a 15-minute spin at 10,000g and DNA was precipitated by equal volume of Isopropanol. DNA was centrifuged at 10,000g and desalted by repeated 70% ethanol washes. The pellet was air dried and dissolved in Tris EDTA buffer (pH 7.5).

Samples from regenerating worms were collected at four different days post amputation (dpa)- immediately following amputation (0dpa), and subsequently at 15dpa, 20dpa and 30dpa. The tissue collected at 0dpa from 60 ± 6 segments was used as reference (0C) for comparison. The regenerated tissue and the tissue adjacent to it, termed control, were collected separately. RNA was isolated using the Trizol method. Briefly, the tissues were frozen in liquid nitrogen, homogenized using a mortar and pestle in the presence of 1ml Trizol reagent and transferred to a microfuge tube. Phase separation was done by adding 200uL chloroform and centrifugation at 10,000g. The aqueous phase was collected and equal volume of Isopropanol was added to precipitate RNA. The pellet was collected by centrifugation at 10,000g, followed by repeated 70% ethanol washes. The RNA was then air-dried and dissolved in nuclease-free water.

### DNA and RNA sequencing

Approximately 5ug of DNA, taken from three different worms, was sheared using Covaris S220 platform and desired fragment sizes were selected by agarose gel electrophoresis. Paired end libraries of fragment sizes 200bps and 500bps were constructed using Illumina TruSeq DNA Library Prep Kit, while three mate-pair libraries were constructed of insert sizes 10Kb, 7Kb and 5Kb (average sizes since a range was cut from the agarose gel) using Nextra Mate-Pair Library Prep Kit according to manufacturer's protocol. It should be noted that for the mate-pair library construction, shearing was performed after circularization, as per manufacturer's guidelines. Briefly, the sheared DNA was end-repaired and purified using AMPure XP beads (Beckman Coulter). This end repaired DNA was then A-tailed and ligated to adapters. The ligated DNA fragments were then amplified by PCR and purified again using AMPure XP beads generating paired end libraries for sequencing on the Illumina Platform. The 200bp-insert library was sequenced using Illumina GAnalyzer II Platform while the 500bps-insert library was sequenced using HiSeq 2500. For generating long reads (not used in the assembly), Roche 454 libraries were constructed as per manufacturer's protocol using Shotgun sequencing approach of GS FLX+ system from Roche. Genomic DNA(1μg; as estimated using Qubit high sensitivity assay) was used for rapid library preparation, which includes DNA fragmentation by nebulization, fragment end repair, adaptor ligation and small fragment removal by AMPure beads based purification. Library was quantified using Quantifluor (Promega) and qualitatively assessed by Bioanalyzer (High sensitivity chip from Agilent). The average fragment length of library was between 1400-1800 bps with <10% of total fragments under 650 bps. This was used to make working aliquots (1 x 10^7^ molecules/μl) for emulsion PCR (emPCR) standardization. For clonal amplification of the library, the optimal amount of DNA titrated using small volume emPCR was used for sequencing. After emPCR optimization, eight DNA copies per bead (cpb) were used for large volume emPCR. The enriched beads were sequenced using pyrosequencing on a picotiter plate. The raw data comprising of series of images were extracted, normalized and converted into flowgrams. The flowgrams were used during signal processing to generate analysis ready sequencing reads. The libraries were sequenced in two-region format of the picotiter plate. Lastly, for Oxford Nanopore sequencing, MAP06 kit was used according to manufacturer's protocol. Briefly, the DNA was sheared using Covaris g-Tube at 3000rpm, end repaired and A-tailed. Then, ligation was done with hairpin adapters linked to biotin labeled motor protein. The library was purified using Dynabeads M-280 and then sequenced. Metrichor was used for basecalling. Poretools was used to get FASTA sequences[23].

Approximately, 1ug of RNA was taken per sample and RNA sequencing libraries were made using TruSeq v2 Library Prep Kit as per manufacturer's protocol. Briefly, the RNA was polyA selected using OligodT magnetic beads followed by shearing into 200-500bp fragments. This sheared RNA was then used to generate cDNA. The cDNA was end-repaired to blunt ends. These blunt ends were then A-tailed i.e. an "A" overhang was added so as to ligate the adapters in the next step. The adapter-ligated cDNA was then amplified by PCR and purified by AMPure XP beads. This library was then quality checked and sequenced on Illumina HiSeq 2500. For small RNA sequencing, total RNA was isolated from body wall and sequenced on the Illumina platform. ~800ng of Total RNA was used as the starting material. Briefly, 3’ adaptors were ligated to the specific 3’OH group of microRNAs followed by 5’ adaptor ligation. The ligated products were reverse transcribed with Superscript III Reverse transcriptase by priming with Reverse transcriptase primers. The cDNA was enriched and bar-coded by PCR (15 cycles) and cleaned using Polyacrylamide gel. The library was size selected in the range of 140 – 160bp followed by overnight gel elution and salt precipitation using Glycogen, 3M Sodium acetate and absolute ethanol. The precipitate was re-suspended in Nuclease free water. The prepared library was quantified using Qubit Fluorometer, and validated for quality on High Sensitivity Bioanalyzer Chip (Agilent).

### Genome assembly

The quality of sequencing data was checked using FastQC and reads of Phred score>33 were used for further. Before starting the assembly, the quality check of the reads was done using FASTQC. The reads were trimmed to remove low quality reads (Phred score 33) using Trimmomatic. Further, reads were filtered for microbial contamination by removing reads matching any organism using an in-house database. The draft genome was made using CLC Genomics Workbench with a word size of 64 and bubble size of 50. The paired end data (obtained from Illumina HiSeq 2500 with an insert size of 500bps) was used for assembling contigs while mate pair data (with an insert size of 3.5-5.5Kb) was used for scaffolding the contigs for the final assembly. The resulting assembly was assessed using Assemblathon script to get the N50 statistics.

### Transcriptome analysis and annotation

The quality of RNA sequencing reads were checked using FastQC and reads of Phred score>33 were used for adapter trimming by Trimmomatic-v0.36 (default parameters). The data was then *de novo* assembled using Trinity-v2.3.2 package [24]. The assemblies were annotated using Transdecoder-v4.1 (http://transdecoder.sf.net) for finding ORFs. The peptides were compared to Uniprot entries using default parameters in BLAST. The samples were assembled together in a single assembly using Trinity-v2.3.2 and annotated by Trinotate. This assembly was then used as a reference to align reads of individual samples using Bowtie-v2.2.9 [25] and was then assembled using Cufflinks-v2.2.1. Read counts were obtained from alignment files using HTSeq[26]. Differential expression profiles were generated using DESeq2[27] with multiple sample correction by Benjamini Hochberg method. The data generated was then analyzed using the MATLAB suite. Small RNA sequencing data was analyzed using miRminer[28,29] pipeline. Functional classification of differentially expressed genes was carried out using DAVID. Comparisons were done against user-defined background gene list of Uniprot IDs of *E*. *fetida* orthologs. Benjamini-Hochberg corrected p-value <10^-4^ was used to select over-represented GO terms. Coding potential of transcripts was calculated using CPAT[30] and CPC2[31].

### RT PCR

The cDNA was prepared using NEB MMULV-RT enzyme using random hexamers. RT PCR was performed using Takara SYBRII in Roche LightCycler 480. The primers used have been listed in Supplementary Table (S1 Table). The products were visualized by agarose gel electrophoresis.

### PCR cloning and sanger sequencing

The cDNA was prepared using Transcriptor High Fidelity cDNA synthesis kit (Roche). The cDNA was used for PCR reaction using Fermentas Taq Polymerase. The PCR product was cloned in pET23A and sequenced using T7 primers in ABI 3130xl Genetic Analyzer according to manufacturer's protocol.

### Cryosectioning and histology

Earthworm with regenerated tails were fixed in 4% para-formaldehyde solution at room temperature for four to five hours. After fixation, the samples were washed two to three times with phosphate buffered saline (pH 7.0) at room temperature. After, washing, the samples were kept in a 15% sucrose solution (in PBS) and later in 30% sucrose solution at 4°C until the tissue was immersed. The regenerated portion of earthworm was then cut into appropriate sizes to be mounted into cryostat. The samples were frozen at -20°C in the presence of Tissue Freezing Medium (Jung). Cross-sections of 20μm thickness were cut from the regenerated portion and immediately transferred onto glass slides coated with gelatin by an artist brush and thaw mounted. The images were taken using a standard bright field microscope at 5X and 10X magnifications after hematoxylin and eosin staining.

### In situ hybridization

Regenerated earthworms (15dpa, 20dpa and 30dpa) were collected and washed with autoclaved ultrapure type-1 water, followed by overnight fixation at 4°C in 4% (w/v) para-formaldehyde (Sigma-Aldrich) prepared in 1XPBS, pH 7.4. Stringent washes using 0.1% tween-20 in 1XPBS were given to the worms with subsequent storage in 100% methanol at -20°C.

The amplified sequence of SOX4 using specific primers (S1) was cloned in TOPO2 dual promoter vector (Invitrogen). HindIII and EcoRV (New England Biolabs) were used to linearize the cloned plasmid followed by in vitro synthesis of riboprobes using digoxigenin labeled UTPs and RNA polymerase (T7 and SP6) as per the manufacture’s guidelines (Roche). Prior to hybridization, the stored worms were rehydrated in a gradient of 75%, 50%, 25% and 0% (v/v) of methanol in 0.1% tween-20 in 1XPBS. The worms were permeabilized by treatment with 20μg/ml Proteinase K for 45 minutes with subsequent fixation in 4% (w/v) PFA. Hybridization of Earthworms using the sense and antisense probes was performed at 65°C in Hybridization Buffer (50% formamide, 1.3XSSC, 5mM EDTA, 0.2% tween-20, 100μg/ml heparin and 50μg/ml yeast RNA in autoclaved ultrapure type-1 water) followed by stringent washing with TBST solution (0.5M NaCl, 0.1M KCl, 0.1M Tris-HCl (pH 7.5) and 0.1% Tween-20 in autoclaved ultrapure type-1 water). The earthworms were then incubated in 1:2000 dilution of digoxigenin-alkaline phosphatase Fab fragments (Roche) in TBST and 10% FBS at room temperature for 4 hours. The earthworms were washed with TBST and allowed to stain using 100mg/ml Nitro-blue tetrazolium (NBT) and 50 mg/ml 5-bromo-4-chloro-3ʹ-indolphosphate (BCIP) substrate (Roche) in developing solution (0.1M NaCl, 0.1M Tris-HCl (pH 9.5), 0.05M MgCl_2_, 1% tween-20 in autoclaved ultrapure type-1 water). The reaction was terminated after development of signal by washing earthworms with PBS followed by washing with stop solution (150mM NaCl, 1.2mM EDTA and 50mM MgCl_2_.6H_2_O in autoclaved ultrapure type-1 water with pH adjusted to 7.4). For image acquisition, earthworms were mounted in 2.5% methylcellulose and imaged under Nikon SMZ800N stereomicroscope at 8X, 6X, 4X and 2 X magnifications.

## Results

### Regeneration in *E*. *fetida*

Mature *E*. *fetida* with 100±10 body segments show a remarkable potential to regenerate posterior segments following amputation. Early studies on *E. fetida[32,33]*, reviewed recently by Bely and Sikes [34] mention that the posterior can also regenerate the anterior segments. However, a more recent report by Nengwen et. al. shows that the posterior can survive and regenerate the anterior segments only when the loss is restricted to the first 7 segments[35]. This is in agreement with our own observations, which prompted us to focus on the ability of *E*. *fetida* to regenerate posterior segments. To identify genes differentially expressed during regeneration, we carried out RNA sequencing and created a temporal profile of gene expression during regeneration in *E*. *fetida*.

In this study, earthworms were cut transversely at 60 ± 6 segments and allowed to regenerate for 15, 20 or 30 days (Fig 1A). At 15, 20 and 30 days post amputation (dpa), the regenerated tissue (henceforth referred to as 15R, 20R and 30R) and the (old) adjacent tissue (henceforth referred to as 15C, 20C and 30C) were collected (Fig 1B) from each batch consisting of 50-100 worms. 

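The RNA-Seq data of these tissues comprised 26 samples in 8 groups. Of these, 3 held regenerated tissue, namely 15R, 20R and 30R, and 3 held tissue adjacent to it, namely 15C, 20C and 30C. The other 2 were taken on day 0, 0C at the amputation site and P0 from the original posterior. There were 3 samples in each of 0C, 15C, 30C, 15R, 30R and P0, and 4 samples in each of 20C and 20R. For every sample the authors' values were FPKM, fragments scaled for the length of the transcript and the number mapped in the sample, of 71341 assembled transcripts. To make them, the authors trimmed the reads with Trimmomatic, aligned each sample with Bowtie to 1 Trinity assembly of all samples and quantified the transcripts with Cufflinks. The HTSeq read counts that the paper tested with DESeq2 are not in the files analysed here.
Depth was derived from the lowest FPKM values, which were whole multiples of the value of 1 fragment in every sample once transcript length was taken into account. It ranged from 6750152 fragments (15R replicate 2) to 26936902 fragments (20C replicate 3) in 24 of the samples, with a median of 13485289. The other 2 samples were far shallower, with 62208 fragments in 0C replicate 1 and 33388 in 30C replicate 2, so that the median of the 24 deep samples was 217 and 404 times as high. In 0C replicate 1 the commonest step was worth 2 of the smallest steps, and its depth was 31104 fragments if the commonest step stands for 1 fragment. The median depth was 8031615 fragments in 0C (range 62208 to 16547193), 8875603 in 15C (8704949 to 15954274), 11166312 in 20C (7810944 to 26936902) and 11609713 in 30C (33388 to 18534991). It was 9141162 in 15R (6750152 to 23743850), 15015334 in 20R (13289154 to 21264799), 10605497 in 30R (9458282 to 21130242) and 15214591 in P0 (7007882 to 15881606). On a transcript of the median length, 1534 bases, a single fragment was worth 12.07 FPKM in 0C replicate 1 and 21.48 FPKM in 30C replicate 2, against 0.0276 to 0.1113 FPKM in the deep samples. Longer transcripts had lower limits, and the lowest FPKM above 0 was 1.43 and 1.2 in the 2 shallow samples. In these, 3263 and 2301 transcripts had an FPKM above 0, compared with 30171 to 43594 in the deep samples.

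**Figure D1:**
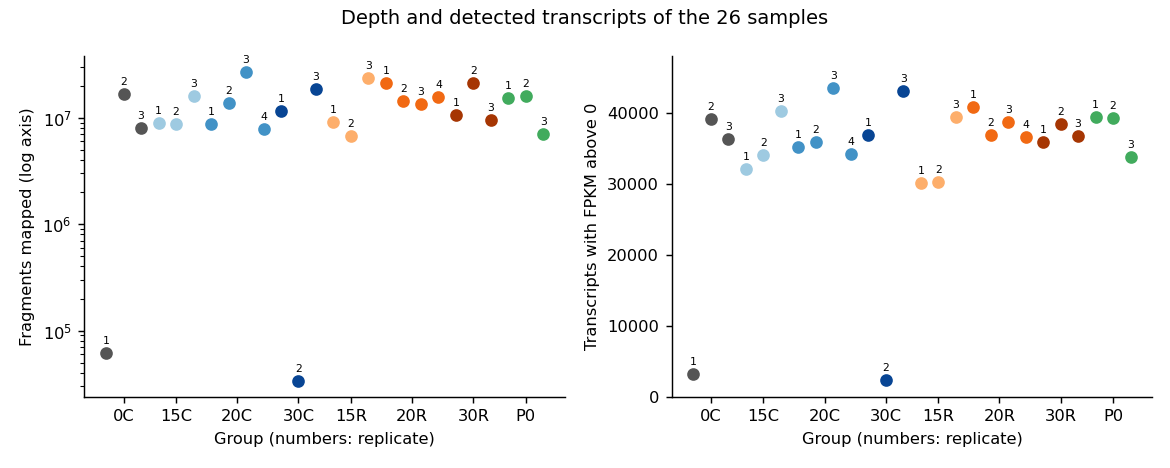
Depth and detection in the 26 samples. Left, fragments per sample on a log axis; right, transcripts with an FPKM above 0; each point is 1 sample, coloured by group and numbered by replicate. In both panels 0C replicate 1 (62208 fragments, 3263 transcripts) and 30C replicate 2 (33388 fragments, 2301 transcripts) lie far below the other 24 samples.

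Differential expression was tested with limma on log2(FPKM + 1), in a single fit of all 26 samples with a mean for each of the 8 groups. The test covered the 20110 transcripts with an FPKM of at least 1 in at least 3 samples. A transcript was counted as differentially expressed when its adjusted p (Benjamini-Hochberg) was below 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low transcripts. A fit without the 2 shallow samples, chosen after their depth was seen, covered 20008 transcripts.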

In one batch, immediately after amputation, tissues were collected from the site (60 ± 6; henceforth called 0C) to be used as a reference for comparing the regenerated and control tissues. Besides these samples, we also carried out RNA-Seq of the posterior (segments 60-100; called P0 for Posterior at 0days) as shown in Fig 1A. Direct comparison of the regenerating tissue with P0 allowed us to establish the extent to which regeneration is completed by 30dpa. 

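In the limma fit of all 26 samples, 755 transcripts differed between 15R and P0 (349 higher and 406 lower in 15R), 474 between 20R and P0 (238 higher and 236 lower) and 35 between 30R and P0 (18 higher and 17 lower). By comparison, 7 transcripts differed between P0 and 0C, 6 of them higher in P0. The largest differences between P0 and 0C were those of DN304134_c57_g1_i1 and DN82372_c0_g1_i1. The first was at 0 FPKM in all 3 P0 samples and at 18671.38 ± 9900.8 FPKM (SD, n = 3) in 0C, and its log2 fold change was -13.99 (standard error 0.38, adjusted p = 1.4e-19, limma). This transcript was found only in 0C. Whether such zeros of whole groups were set in the authors' processing is open. DN82372_c0_g1_i1 was at 8.21 ± 5.35 FPKM (SD, n = 3) in P0 and 0 FPKM in 0C, with a log2 fold change of 2.95 (standard error 0.4, adjusted p = 0.00068, limma).
The numbers against P0 rose most without the 2 shallow samples and with a block for the replicate number, to 6070 transcripts at 15 dpa, 4367 at 20 dpa and 1072 at 30 dpa. Without the 2 shallow samples alone the numbers were 5162, 3569 and 688, with 12 between P0 and 0C. Fits of only the 2 groups compared gave 5274, 3853 and 352. With all samples, the block gave 759, 527 and 33 transcripts against P0 and 9 between P0 and 0C. Samples of different groups with the same number deviated from their group means together only slightly (mean r 0.13 over 71 pairs, against -0.052 over 179 pairs with different numbers).
Over the 5162 transcripts that separated 15R from P0 without the shallow samples, each sample was placed on a scale from the mean of P0 (0) to the mean of 15R (1). The 20R samples lay between 0.592 and 0.931 and the 30R samples at 0.401, 0.313 and 0.674, above the 3 P0 samples (-0.032 to 0.017). The range of the 3 30R samples was thus wider than the distance from the lowest of them to the highest P0 sample.

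**Figure D2:**
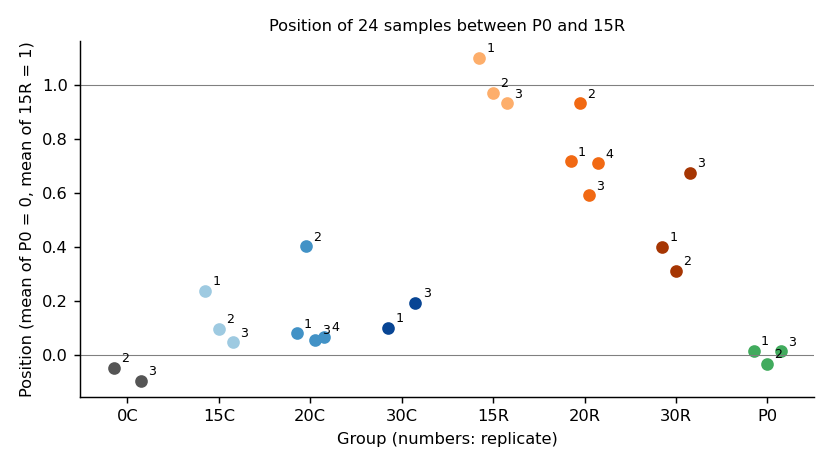
Position of the 24 deep samples on the scale from P0 (0) to 15R (1), over 5162 transcripts. Each point is 1 sample, numbered by replicate, and the grey lines mark the means of P0 and 15R. The 30R samples, at 0.313 to 0.674, lie between the P0 samples and most of the 20R samples.

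The paper uses the comparison of the regenerating tissue with P0 to establish how far regeneration is completed by 30 dpa.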

Three biological replicates, starting with different batches of earthworms were performed. 

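The samples were numbered 1 to 3 in each group, and 1 to 4 in 20C and 20R, whereas the paper states 3 replicates for every group. The paper does not state which 3 of the 4 samples it used, so all 4 were kept. At 20 dpa the depths were 8651200, 13681424, 26936902 and 7810944 fragments in 20C replicates 1 to 4, and 21264799, 14357726, 13289154 and 15672942 fragments in 20R replicates 1 to 4. Each sample was a pool of 50 worms according to the labels, while the paper gives 50 to 100 worms per batch. No 2 samples held identical values.
In a principal component analysis of all 26 samples, the first component (45.7% of the variance) set 0C replicate 1 (293.27) and 30C replicate 2 (305.76) apart from the other 24, which lay between -46.82 and 3.3. Among the 24 deep samples, the first component held 37.7% of the variance and the second 18.1%. On the first, the 15R samples lay at 81.78 to 106.16, the 20R samples at 44.21 to 90.94 and the 30R samples at 1.06 to 53.86. The P0 samples lay at -41.75 to -28.59 and those of 0C at -62.99 and -61.07. All adjacent samples were between -68.42 and -15.67 except 20C replicate 2, at 18.78.

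**Figure D3:**
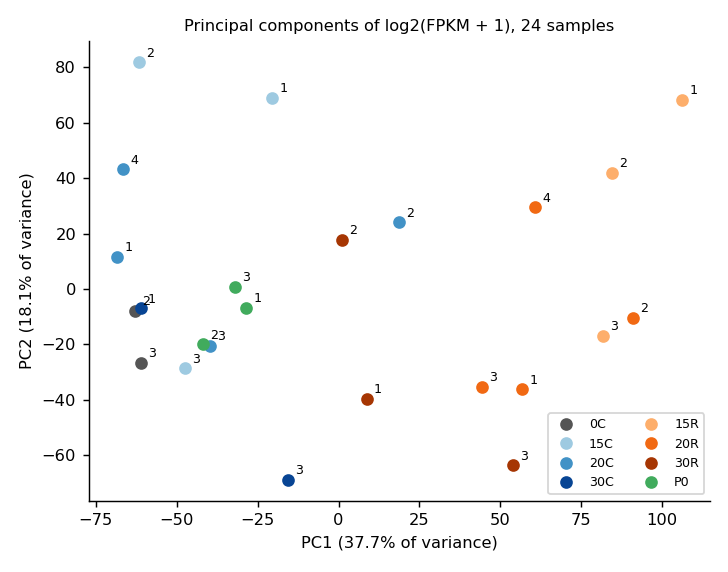
First 2 principal components of log2(FPKM + 1) in the 24 deep samples; each point is 1 sample, coloured by group and numbered by replicate. The regenerated samples (1.06 to 106.16 on the first component) lie to the right of 0C, P0 and the adjacent samples, apart from 20C replicate 2 at 18.78.

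The numbers in the labels were checked as a pairing of samples. The deviations of 2 samples from their group means correlated with a mean r of 0.13 over 71 pairs with the same number and -0.052 over 179 pairs with different numbers (r across transcripts, which are not independent replicates). For regenerated and adjacent tissue of the same day, the mean r was 0.453 over 9 pairs with the same number and -0.184 over 22 pairs with different numbers. Results with the replicate number as a block are therefore given beside those without it, with the pairing taken from the labels.
Processing by the authors also differed between samples. The steps of the FPKM values followed transcript length minus a fixed 202.38 bases in 9 samples, and minus an offset of the sample's own (139.7 to 193.6 bases) in the other 17. The own offset was 162.0 to 167.9 bases in 6 samples numbered 1, and 183.5 to 193.6 in the other deep samples that had one. It thus followed the replicate number in part. All 3 P0 samples had the fixed offset, as did 15R replicate 2 and 20R replicates 3 and 4. No 30R sample had it, so that in the comparison of 30R with P0 the offset follows the tissue.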

Total RNA was used for RNA-Seq analysis and the reads were assembled, *de novo*, using Trinity [24] and annotated (see Methods). As shown in S1 Fig, comparative analysis was performed using DESeq2[27] to identify genes that were differentially expressed in any of the tissues (15C, 20C, 30C, 15R, 20R or 30R) when compared to the reference (0C). In the tissue immediately anterior to the site of injury, less than hundred genes (Table 1) were significantly differentially expressed at any point during regeneration. 

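In the limma fit of all samples, 7 of the 20110 transcripts tested differed between 15C and 0C (4 higher and 3 lower in 15C). Between 20C and 0C the number was 6 (4 higher and 2 lower), and between 30C and 0C it was 3, all lower in 30C. Among the transcripts past the threshold whose samples did not overlap between the 2 groups, DN304134_c57_g1_i1 had the largest difference at every time point. It was at 0 FPKM in all 10 adjacent samples and at 18671.38 ± 9900.8 FPKM (SD, n = 3) in 0C, a log2 fold change of -13.99 (standard error 0.38 at 15 and 30 dpa and 0.35 at 20 dpa). Its adjusted p from limma was 1.4e-19 at 15 and 30 dpa and 2.5e-20 at 20 dpa. This transcript was found only in 0C. Whether zeros of whole groups, as here and for DN114310_c19_g2_i1 below, were set in the authors' processing is open. The next largest were DN344904_c1_g17_i1 at 15 dpa, DN114310_c19_g2_i1 at 20 dpa and DN335878_c4_g11_i1 at 30 dpa. DN344904_c1_g17_i1 fell from 586.1 ± 435.3 FPKM (SD, n = 3) in 0C to 6.06 ± 4.71 FPKM (SD, n = 3) in 15C, with a log2 fold change of -6.37 (standard error 1.12, adjusted p = 0.029, limma). DN114310_c19_g2_i1 was at 0 FPKM in 0C and at 206.56 ± 273.84 FPKM (SD, n = 4) in 20C, a spread larger than its mean, with a log2 fold change of 6.84 (standard error 0.85, adjusted p = 0.00016, limma). DN335878_c4_g11_i1 was at 33.45 ± 7.1 FPKM (SD, n = 3) in 0C and 2.93 ± 2.67 FPKM (SD, n = 3) in 30C, with a log2 fold change of -3.48 (standard error 0.6, adjusted p = 0.036, limma). Its mean in 30C includes 0 FPKM in the shallow sample. Without the 2 shallow samples it missed the threshold, with a log2 fold change of -2.52 (standard error 0.53, adjusted p = 0.1, limma).
The 2 shallow samples belong to 0C and 30C, and leaving both out raised the numbers at 15 and 20 dpa most, to 50 and 39 transcripts, with 20 at 30 dpa. When samples were left out singly, the range was 2 to 27 at 15 dpa, 4 to 28 at 20 dpa and 1 to 54 at 30 dpa, the widest there. With the replicate number as a block, 7, 6 and 7 transcripts were found (the mean r of the deviations of samples with the same number was 0.13).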

Gene Ontology classification using DAVID also failed to cluster these genes into any specific functional category (Table 2) on the basis of biological process or molecular function (Benjamini Hochberg corrected pVal < 10^-4^). In contrast, in the regenerating tissue, thousands of transcripts from a total of 71,341 transcripts (including isoforms) were differentially expressed (Table 1). 

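Of the 20110 transcripts tested among the 71341 of the assembly, 1837 differed between 15R and 0C (1373 higher and 464 lower in 15R) in the limma fit of all 26 samples. Between 20R and 0C there were 1674 (1334 higher and 340 lower), and between 30R and 0C there were 165 (108 higher and 57 lower). The transcript with the largest increase at 15 dpa, DN177589_c141_g1_i1, was at 3863.98 ± 4358.94 FPKM (SD, n = 3) in 15R, with single samples from 1213.07 to 8894.82, and at 0 FPKM in 0C. Its log2 fold change was 11.3 (standard error 0.45, adjusted p = 1.2e-15, limma). This transcript was at 0 FPKM in every sample outside 15R. Whether zeros of whole groups were set in the authors' processing is open. At 20 dpa DN345747_c2_g16_i1 increased most, from 11.29 ± 9.87 FPKM (SD, n = 3) in 0C to 330.59 ± 171.03 FPKM (SD, n = 4) in 20R, a log2 fold change of 5.46 (standard error 1.06, adjusted p = 0.0029, limma). At 30 dpa it was DN114310_c19_g2_i1, at 246.97 ± 359.88 FPKM (SD, n = 3) in 30R and 0 FPKM in 0C, with a log2 fold change of 6.64 (standard error 0.9, adjusted p = 6e-04, limma). It was at 0 FPKM in every 20R sample but present in 15R and 20C, so the same question is open for it.
DN304134_c57_g1_i1, at 18671.38 ± 9900.8 FPKM (SD, n = 3) in 0C and 0 FPKM in all 10 regenerated samples, was the most reduced transcript at all 3 time points. It was found only in 0C, and zeros set for whole groups in the authors' processing are not excluded for it. Of the rest, DN314974_c3_g1_i1 fell most at 15 and 20 dpa. It was at 3238.41 ± 1779.22 FPKM (SD, n = 3) in 0C and 7.07 ± 2.85 FPKM (SD, n = 3) in 15R, a log2 fold change of -8.54 (standard error 1.36, adjusted p = 0.00035, limma). In 20R its log2 fold change was -9.27 (standard error 1.27, adjusted p = 2e-04, limma).
The numbers fell most when only 0C and the regenerated tissue compared with it entered each fit, to 32, 94 and 3 transcripts. They rose most without the 2 shallow samples and with a replicate block, to 6513, 4780 and 1192. Without the block, 5707 (2362 higher and 3345 lower), 3995 (1894 higher and 2101 lower) and 848 (345 higher and 503 lower) transcripts differed at 15, 20 and 30 dpa without the 2 shallow samples, settings chosen after their depth was seen. With all samples, a block for the replicate number gave 1767, 1729 and 168 (mean r of 0.13 between the deviations of samples with the same number).

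**Figure D4:**
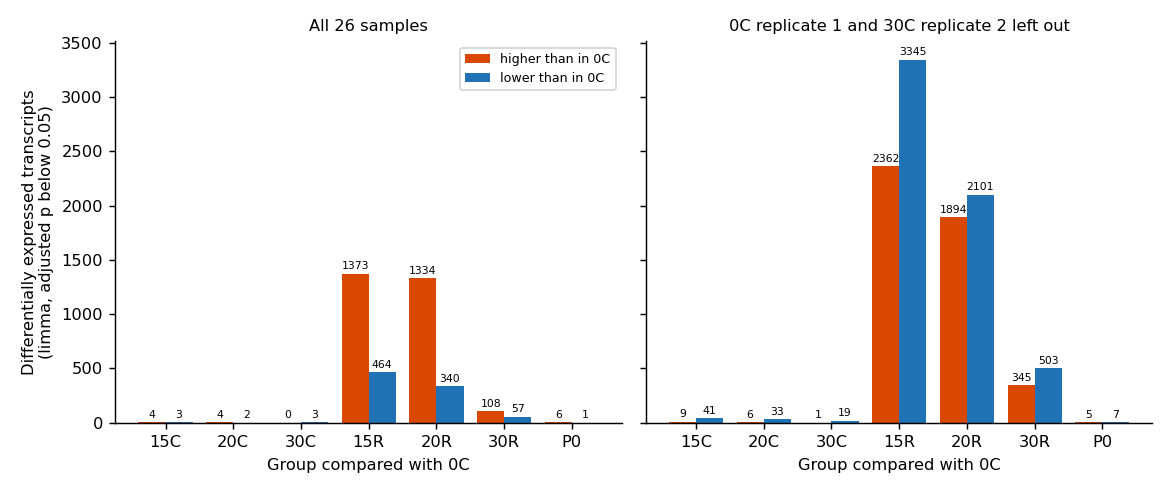
Differentially expressed transcripts of each group compared with 0C (limma, adjusted p below 0.05), higher (orange bars) or lower (blue bars) than in 0C. With all 26 samples (left) most differences of 15R are increases, 1373 against 464; with 0C replicate 1 and 30C replicate 2 left out (right) most are decreases, 3345 against 2362. The adjacent tissue and P0 have at most 50 in either panel.

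The paper contrasts the differential expression in the regenerating tissue with that in the adjacent tissue at the same time points.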

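Of the 3 regenerated tissues, 15R had the most transcripts that differed from 0C, 1837 in the limma fit of all 26 samples, followed by 20R with 1674 and 30R with 165. The gap between 15R and 20R was small against the effect of single samples. With 1 sample left out at a time, the number ranged from 619 to 2757 for 15R and from 736 to 2834 for 20R, ranges that overlapped, while 30R stayed between 33 and 212. The number of samples also differed, 3 in 15R and 4 in 20R. Tested directly, 4 transcripts differed between 20R and 15R and 11 between 30R and 15R. Without the 2 shallow samples, which belong to none of these groups, the numbers were 4 and 1323. With all samples, the 4 between 20R and 15R were DN177589_c141_g1_i1, DN114310_c19_g1_i1, DN114310_c19_g2_i1 and DN114310_c19_g3_i1. Each was at 0 FPKM in every 20R sample, and whether such zeros of whole groups were set in the authors' processing is open. The order of 15R and 20R was exchanged, at 32 and 94 transcripts, in fits of 0C with a single regenerated tissue, the alternative with the lowest numbers. It was also exchanged without 0C replicate 3, with at most 2757 transcripts for 15R and 2834 for 20R. It was kept without the 2 shallow samples (5707 and 3995 transcripts) and with the replicate number as a block (1767 and 1729, where samples with the same number had a mean r of 0.13). On such numbers the paper ranks 15 dpa as the time point with the largest number of differentially expressed genes.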

The largest number of differentially expressed genes was in the regenerated region at 15dpa. 

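From 15 to 30 dpa the number of transcripts that differed from 0C went from 1837 (15R, n = 3 samples) to 1674 (20R, n = 4) and 165 (30R, n = 3). For the 1837 transcripts of 15R, the median size of the log2 fold change against 0C was 2.09 at 15 dpa, 1.75 at 20 dpa and 1.28 at 30 dpa. They were selected for their difference at 15 dpa, which favours smaller values later. Over the transcripts past the limit at each time point, the median was 2.09, 1.9 and 2.59. Whether the differences themselves became smaller therefore cannot be told from these medians. Of the 1837 transcripts, 1226 also differed at 20 dpa and 144 (7.84%) at 30 dpa, and 139 transcripts differed at all 3 time points. A replicate block gave 1767, 1729 and 168 transcripts, with a mean r of 0.13 for the deviations of samples sharing a number. Fits limited to 0C and the tissue compared lowered the numbers most, to 32, 94 and 3, and there the number rose between 15 and 20 dpa. The number also rose without 0C replicate 3, from at most 2757 to 2834. Without the 2 shallow samples it went from 5707 to 3995 and 848. The paper reads the falling number as a steady reduction of differential expression while regeneration proceeds.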

The number of differentially expressed genes steadily reduced as regeneration proceeds, at later time points (20dpa and 30dpa). Next, we identified biological processes and molecular functions that were over-represented in the up-regulated or down-regulated genes (Fig 1C, 1D, 1E and 1F). Overall, it is clear that in the early stages of regeneration, genes involved in translation, DNA replication and cell division are upregulated while in later stages, extra-cellular matrix remodeling is undertaken.

**Fig 1:**
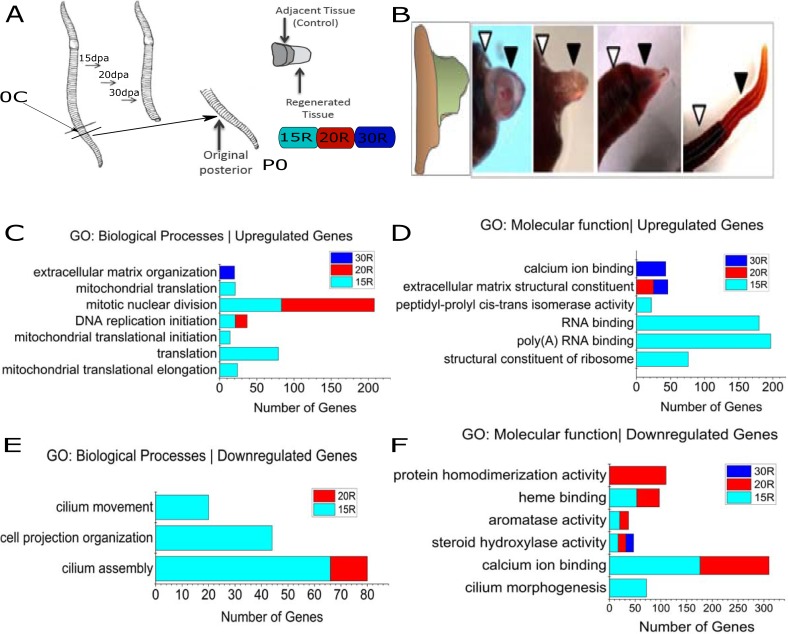
Functional classification of differentially expressed genes in the regenerating earthworm. (A) Schematic representation of the experiment: Earthworms were cut (transverse) at 60 ± 6 segments from the anterior end and anterior portion was allowed to regenerate for 15, 20 or 30 days. At 15, 20 and 30 days post amputation (dpa), the regenerated tissue and the (old) adjacent control tissue was collected. Total RNA was used for RNA-Seq analysis. (B) A typical worm during various stages of regeneration showing the regenerating tissue (filled arrowhead) and the adjacent tissue (open arrowhead). Gene ontology classification by DAVID revealed GO terms over-represented in the (C-D) upregulated genes and (E-F) downregulated genes (Benjamini Hochberg adjusted pVal ≤ 10^-4^).

**Table 1:** Differentially expressed genes from DESeq2 analysis.

Sample name	Number of Differentially Expressed Genes (n = 3; Adjusted pVal<0.05)	Number of Upregulated Genes (n = 3; Adjusted pVal<0.05)	Number of Downregulated Genes (n = 3; Adjusted pVal<0.05)
Segments 60 ± 6 at 0dpa	Reference	Reference	Reference
Control at 15dpa (15C)	75	64	11
Control at 20dpa (20C)	72	64	8
Control at 30dpa (30C)	63	39	24
Regenerated at 15dpa (15R)	8713	3589	5124
Regenerated at 20dpa (20R)	5499	1887	3612
Regenerated at 30dpa (30R)	1231	617	614
Posterior segments 60-100 (P0) at 0dpa	21	12	9

**Table 2:** Gene Ontology classification of differentially expressed genes.

		DESeq2	
Sample name		UP	DN
Control at 15dpa(15C), 20dpa(20C), 30dpa(30C)		“n.s”	“n.s”
Regenerated at 15dpa (15R)	BP	Mitochondrial translational elongation(24),	Cilium assembly(66),
		Translation(79),	Cell projection organization(44),
		Mitochondrial translational initiation(14),	Cilium movement(20)
		DNA replication initiation(21),	
		Mitotic nuclear division(83),	
		Mitochondrial translation(21)	
	MF	Structural constituent of ribosome(76),	Cilium morphogenesis(72),
		Poly(a) rna binding(197),	Calcium ion binding(176),
		RNA binding(180),	Steroid hydroxylase activity(17),
		Peptidyl-prolyl cis-trans isomerase activity(22)	Aromatase activity(20),
			Heme binding(53)
Regenerated at 20dpa (20R)	BP	Cell division(72),	Axoneme assembly(14)
		DNA replication initiation(16),	
		Mitotic nuclear division(53)	
	MF	Extracellular matrix structural constituent(25)	Protein homodimerization activity(110),
			Calcium ion binding(134),
			Steroid hydroxylase activity(15),
			Heme binding(44),
			Aromatase activity(17)
Regenerated at 30dpa (30R)	BP	Extracellular matrix structural constituent(21),	"n.s"
		Calcium ion binding(43)	
	MF	Extracellular matrix organization(20)	Steroid hydroxylase activity(8),
			Oxidoreductase activity(7)

Only GO categories with Benjamini Hochberg adjusted pVal<10^-4^ have been included. No significant classes found ="n.s"; Number of genes in parantheses. BP = Biological Process; MF = Molecular Function

We also compared the changes occurring in the regenerating tissue with the adjacent tissue. A majority of the differentially expressed genes were downregulated in the regenerating tissue when compared to the adjacent tissue (Fig 2). 

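Between 15R and 15C, 518 transcripts differed in the limma fit of all 26 samples, of which 254 (49%, 95% Wilson interval 44.8% to 53.3%) were lower in the regenerated tissue. Between 20R and 20C, 41 of 133 (30.8%, interval 23.6% to 39.1%) were lower, and between 30R and 30C 3 of 12 (25%, interval 8.9% to 53.2%). The intervals treat transcripts as independent, which they are not. The fraction was therefore not distinguishable from an even division at 15 and 30 dpa, and at 20 dpa most differences were increases.
These percentages depended on the processing. Fits of only the 2 groups compared gave 54.8% of 3369 transcripts, 52.6% of 2294 and 44.4% of 9. In those fits most differences at 15 and 20 dpa were thus decreases. At 15 dpa a pseudocount of 0.1 in place of 1 moved the percentage most, to 74.6% of 114 transcripts. At 20 dpa it was a filter for an FPKM of at least 1 in every sample, with 70.4% of 71, and at 30 dpa the omission of the 2 shallow samples together with a replicate block, with 65.9% of 41. Without the 2 shallow samples, 2279 of 4444 transcripts (51.3%, interval 49.8% to 52.8%) were lower at 15 dpa, 1586 of 3280 (48.4%, interval 46.6% to 50.1%) at 20 dpa and 18 of 28 (64.3%, interval 45.8% to 79.3%) at 30 dpa. With the replicate number as a block, the percentages were 49% of 498, 30.2% of 129 and 20% of 5 transcripts. For this comparison the pairing check gave a mean r of 0.453 over 9 pairs of regenerated and adjacent samples with the same day and number, and -0.184 over 22 pairs with different numbers. The paper observes a majority of downregulated genes in this comparison and goes on to relate it to the composition of the regenerating tissue.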

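The heterogeneity of expression within a sample can be expressed as an effective number of transcripts, the exponential of the Shannon entropy of its FPKM values. It is low when a few transcripts hold most of the expression. It describes how expression is spread over transcripts in a pooled tissue, not how many kinds of cells the tissue holds. It was 1740 ± 494 (SD, n = 10) in the regenerated samples and 1540 ± 937 (SD, n = 10) in the adjacent samples, a difference of 199.5 that was smaller than either spread (exact permutation of the tissue labels within each day, p = 0.57 over 28000 arrangements). At 15 dpa it was 1255 ± 405 (SD, n = 3) in 15R and 1454 ± 854 (SD, n = 3) in 15C, a difference of -198.8 (exact permutation test, p = 0.8, where 0.1 is the smallest p that 3 samples against 3 allow). At 20 dpa it was 1906 ± 341 (SD, n = 4) in 20R and 1656 ± 731 (SD, n = 4) in 20C (exact permutation test, p = 0.49). At 30 dpa it was 2002 ± 498 (SD, n = 3) in 30R and 1471 ± 1541 (SD, n = 3) in 30C (exact permutation test, p = 0.6). The shallow 30C replicate 2 had the lowest value of all, 133. Pairing the samples by day and replicate number, as a block, gave a higher value in the regenerated sample in 6 of 10 pairs (exact sign-flip permutation, p = 0.39). The pairs had a mean r of 0.453 in the pairing check among the 9 with 2 deep samples.
An alternative set before the files arrived, which reversed the difference, left out the 100 transcripts with the highest values, which turned it to -76.1 (exact permutation test, p = 0.91). Without the shallow sample the difference in effective number was 43.2 (exact permutation test, p = 0.98), and 52.1 in the 9 remaining pairs (exact sign-flip permutation, p = 0.76). Other measures without the shallow sample were lower in the regenerated tissue, in settings mostly added after the values were seen. Without the 100 highest transcripts the effective number differed by -476.6 (exact permutation test, p = 0.16), and by -494.9 in pairs, lower in 7 of 9 (exact sign-flip permutation, p = 0.062). The number of transcripts with an FPKM of at least 1 differed by 580.4 with the shallow sample (exact permutation test, p = 0.96) and by -695.2 without it (exact permutation test, p = 0.084). In pairs it differed by -700.4, again lower in 7 of 9 (exact sign-flip permutation, p = 0.016, not adjusted for the 6 paired tests made). The result thus depended on the measure, the shallow sample and the pairing. None of these measures counts kinds of cells, so they cannot decide on heterogeneity among the cells.

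**Figure D5:**
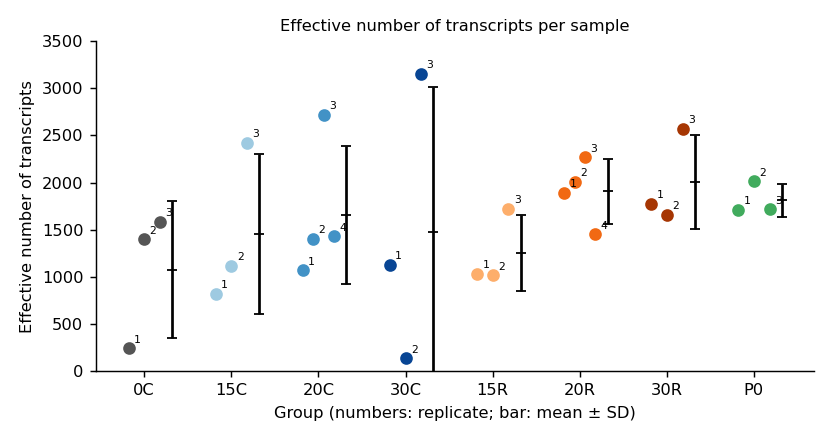
Effective number of transcripts in each of the 26 samples, by group. Points are samples numbered by replicate, and the bars beside them are the mean ± SD of the group. Regenerated samples range from 1013 to 2574 and adjacent samples from 133 to 3155.

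The paper proposes that undifferentiated, rapidly proliferating cells make the regenerating tissue less heterogeneous, and that this may appear as downregulation.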

This apparent downregulation of genes maybe a reflection of reduced heterogeneity amongst the undifferentiated, rapidly proliferating cells in the regenerating tissue. The regenerating tissue, initially, is a homogenous mass of undifferentiated cells, wherein many genes appear downregulated because the corresponding cell type has not been formed. For instance, cilium associated genes (Fig 1E and 1F) are down regulated until the nephridia and sensory cells in the epidermis are restored. The giant extracellular hemoglobin of annelids has been studied extensively, for its exceptional oxygen carrier properties. Interestingly, the expression of the gene for giant extracellular hemoglobin (Fig 2D, 2E and 2F) of *E*. *fetida* is induced in the regenerating tissue at 15dpa and 20dpa (Adjusted pVal≤0.05). 

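At 30 dpa, 12 transcripts differed between the regenerated and the adjacent tissue in the limma fit of all samples, against 518 at 15 dpa and 133 at 20 dpa. Compared with 0C, 165 transcripts differed in 30R and 1837 in 15R. A direct test of 30R against 15R found 11 transcripts, all of them among the 1837. All 11 (100%, 95% Wilson interval 74.12% to 100%) had moved back toward 0C. The same 15R samples enter both tests, which favours such a return, and among 100 random splits of the samples all 6 that gave a value gave 100%. Over the 1837 transcripts, whether or not they passed that test, 1742 (94.83%) were closer to 0C at 30 dpa than at 15 dpa, and 6 had the opposite direction at 30 dpa. The 1837 had been selected for their difference at 15 dpa.
The replicate block left 6 transcripts past both tests, again with 100% moving back, and 5 transcripts between 30R and 30C (mean r of 0.453 for the 9 regenerated and adjacent pairs of a day). The percentage moved by less than 1 under every alternative. The number of transcripts behind it rose most without the 2 shallow samples and with the replicate block, to 1488 (99.7% moving back). Without the shallow samples alone, 1128 of 1129 transcripts (99.91%, interval 99.5% to 99.98%) moved back toward 0C and 28 differed between 30R and 30C. From the smaller number of differentially expressed genes at 30 dpa, the paper proposes that the program of regeneration is restoring gene expression.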

By 30dpa, the regenerated tissue has fewer differentially expressed genes, suggesting that the program of regeneration is restoring the expression of genes. Our results suggest that, following injury, the regenerating tissue mounts a well-coordinated program of gene expression.

**Fig 2:**
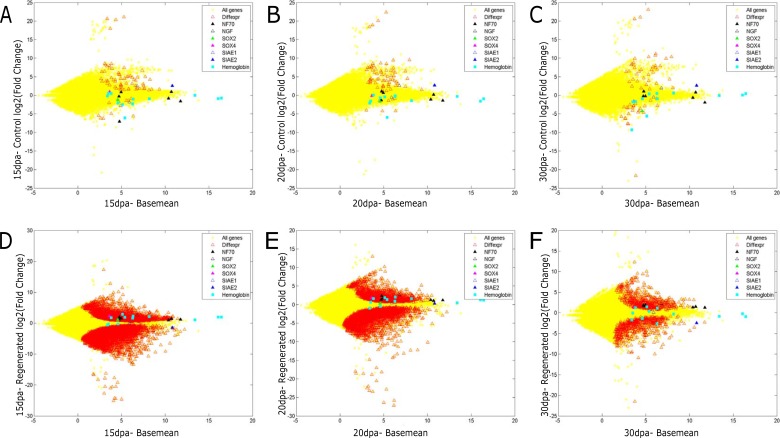
Scatter plot of fold change of genes in the (A-C) control region (Y-axis) and (D-F) regenerated region, compared to the basal expression level (basemean; X-axis) at 15, 20 and 30 days post amputation. Differentially expressed genes are marked in red. The genes analyzed in detail are highlighted. Divergent expression of two Sialidase isoforms is shown by blue triangles. Neurofilament, NF70 (black filled triangle) and Nerve Growth Factor (black open triangle) are unaffected in control tissue but induced in the regenerating tissue. Giant extra-cellular hemoglobin genes (cyan square), Sox4 (pink triangle), Sox2 (green triangle) re-gain expression in the regenerating tissue as regeneration proceeds.

### Regeneration factors

We used k-means clustering to identify co-regulated gene clusters upregulated in the regenerating tissue. The most highly induced gene (>100 fold) in the regenerating tissue is Brachyury (Fig 3A). Using the Brachyury profile as a reference, we identified a cluster of 951 genes with a strong profile match (Fig 3B). This cluster consists of several developmental regulators like FGF, BMP2, SOX4 and WNT signaling genes (Fig 3C). We verified the expression of SOX4, in the regenerating tissue using in situ hybridization. The tip of the regenerating tissue showed a strong and consistent induction of SOX4 (Fig 3D). Another gene, strongly induced in the regenerating posterior is the earthworm ortholog of the homeobox segmentation gene even-skipped (Fig 3C). In earthworm, 38 novel genes with no apparent homology in vertebrate genomes are part of the cluster of 951 genes co-expressed with Brachyury during regeneration (Fig 3B and 3C). In the absence of functional conservation, co-expression of genes can be useful in predicting function, in this instance, implicating these novel genes in regeneration and posterior development.

**Fig 3:**
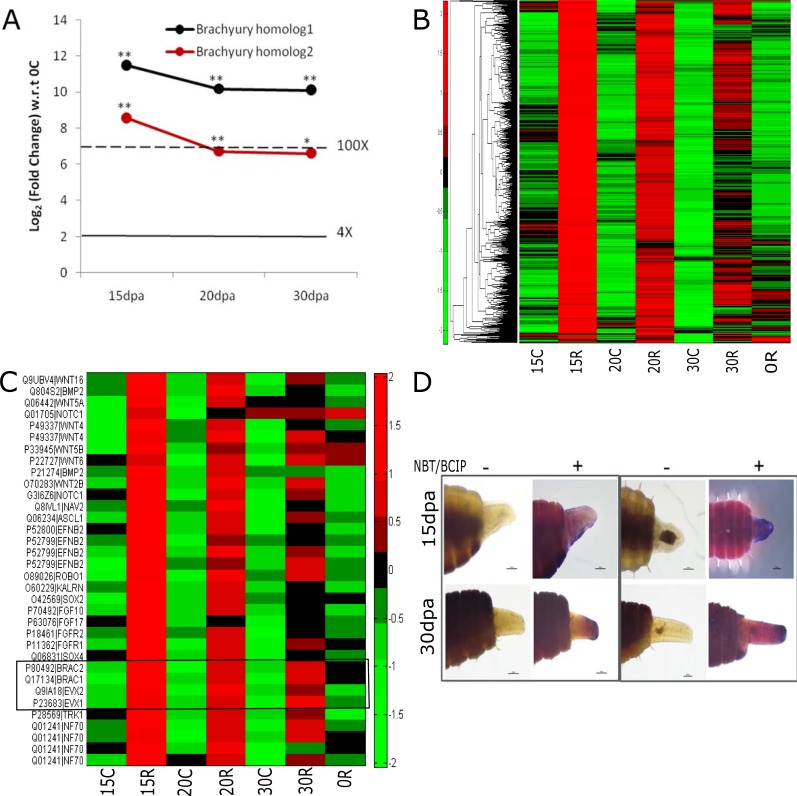
Genes induced in regenerating tissue of *E*. *fetida*. (A) Brachyury is the most highly induced gene in the regenerating tissue. The two *E*. *fetida* homologs of *Branchiostoma floridae* (lancelet) Brachyury gene are shown in black and red. * Adjusted pVal<0.05; **Adjusted pVal<0.005. (B) Cluster of 951 genes that match the profile of Brachyury in k-means clustering (C) Expression pattern of developmental genes that are highly induced in the regenerating tissue. Grey box shows Brachyury and Even-skipped. (D) SOX4 is induced in regenerating tissue at 15dpa and 30dpa. Control (probed with sense probe; left panels 1 and 2) and anti-sense probe (right panels) before (-) and after (+) addition of chromogenic agent (NBT/BCIP).

### Regeneration of blood and immune cells

A closer examination of the global gene expression profile, especially the genes that are strongly repressed at 15dpa revealed that a group of apparently co-regulated globins was initially depleted in the regenerating tissue. As the newly formed tissue matured, the globin genes became more abundant and eventually at 30dpa were comparable in expression to the adjacent tissue. We believe this is a reflection of the vascularization of the regenerating tissue and the associated presence of blood cells.

The Sialidase (SIAE) gene, which is involved in B-cell differentiation in humans (56), had no known ortholog in the *C*. *elegans* and *Drosophila melanogaster* genomes, but genomic analysis revealed the presence of two closely related sialidase genes in the earthworm genome, occuring on two distinct contigs (Fig 4A). We were intrigued by the divergent expression patterns of the two orthologs, both of which resemble the single human SIAE gene (Fig 4B). We designed ortholog specific exon-spanning primers and validated our findings from genome assembly and RNA-Seq by RT-PCR. SIAE1, was upregulated in the regenerating tissue by 6.3 fold (data not shown) at 15days post cut while SIAE2 was downregulated (Fig 4C).

**Fig 4:**
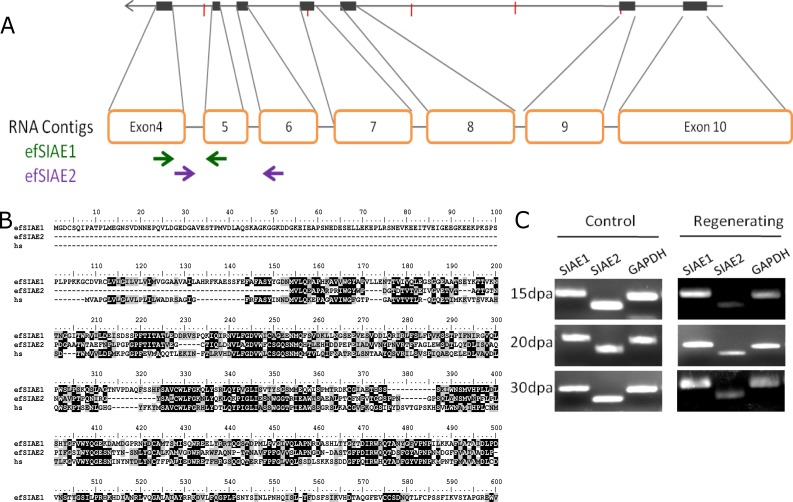
Divergent expression of O-sialic acid esterase homologs during regeneration of *E*.*fetida*: (A) Gene structure of efSIAE1. Paralog specific primers for efSIAE1 and efSIAE2 are shown by green and purple arrows respectively. (B) Two contigs derived from *de novo* assembly of RNA-Seq data showed homology at protein level to O-sialic acid esterase gene of human (hs). One of them was also identified in a scaffold assembled in the genome sequence assembly. (C) RT-PCR using gene specific primers confirmed the divergent expression of the transcripts of efSIAE1 and efSIAE2 in the RNA-Seq data.

### Neural regeneration

We studied the differentially expressed genes during earthworm regeneration to identify expression profiles associated with neural regeneration in the posterior segments. The strong induction of Nerve Growth Factor and the neurofilament gene, NF70 indicated ongoing neurogenesis (Fig 5A and 5B). Earthworm anatomy shows a ventral nerve chord that connects the dorsal ganglia present in the anterior segments to the rest of the body[36,37]. In agreement with early reports[38], the ventral cord was visible in the cross-section of the regenerated tissue thus offering a model for nerve regeneration (Fig 5C). The conserved gene architecture with the presence of the characteristic furin cleavage site allowed us to align invertebrate and vertebrate NGF like genes (Fig 5D, 5E and 5F), in spite of the limited homology (S2 Fig). The annotation of the *E*. *fetida* transcriptome also comprises TrkB receptors, known to bind nerve growth factors. As shown in Fig 3C, TRK1, encoding TrkB, was amongst the highly induced genes in the regenerating tissue.

**Fig 5:**
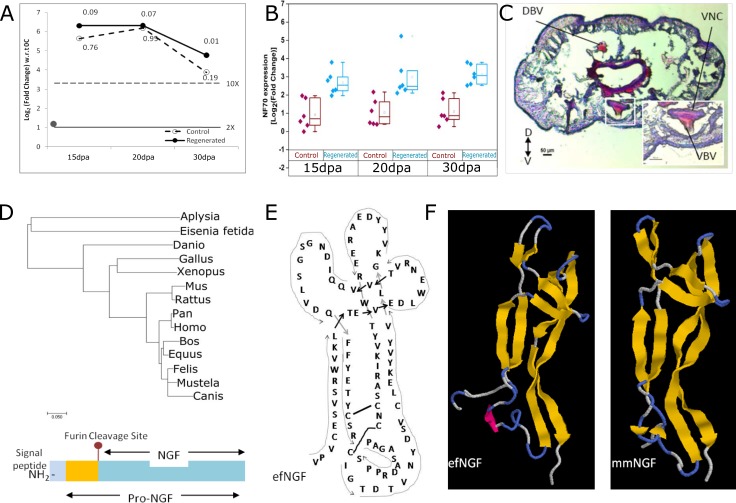
(A) Nerve Growth Factor gene is induced in regenerated tissue (solid black line) at 15dpa, 20dpa and 30dpa. Adjusted pval is mentioned at each point. The gene is also induced in the control tissue but was not statistically significant (dashed line). Stippled line shows the fold change in the posterior (P0) to the control tissue (0C) at the time of injury (0dpa). (B) Neurofilament (NF70) genes are unregulated during regeneration in *E*. *fetida*. Expression level of various isoforms of NF70 at 15, 20 and 30 days post amputation in the regenerated tissue (15R, 20R, 30R) compared to adjacent control tissue (15C, 20C, 30C). (C) Hematoxylin and Eosin (H&E) staining of cross-section of regenerating earthworm *Eisenia fetida* 20 dpa. (D) Schematic figure of NGF consisting of the signal peptide, pre-NGF and NGF separated by a conserved Furin cleavage site (sequence details in S5) with phylogenetic analysis shows that the *Eisenia fetida* does not resemble other invertebrate NGFs like the mollusc NGF in primary protein sequence. (E-F) The signal peptide and the Pro region show minimal homology but the conserved cysteines in the mature NGF reveal structural homology to mouseNGF (mmNGF).

### Novel regeneration genes

Having established that the regenerating tissue of the earthworm showed differential expression of protein coding genes involved in tissue re-programming, developmental cell fate decisions and growth factor signaling, we explored the contribution of "function unknown" genes. This includes 54555 non-coding RNA containing no ORFs and 3008 transcripts which potentially code for peptides with no similarity to any known protein. 

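In the limma fit of all 26 samples, 2297 transcripts differed from 0C in at least 1 of the comparisons of 15C, 20C, 30C, 15R, 20R and 30R. The regenerated tissue accounted for 2293 of them and the adjacent tissue for 13, with 9 in both. The total was lowest, 105 transcripts, with each fit limited to the 2 groups compared. It rose most, to 7413, without the 2 shallow samples and with the replicate number as a block, and was 6238 without them alone. The replicate block alone gave 2344 (mean r of 0.13 between the deviations of samples with the same number).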

Amongst 9645 differentially expressed mRNA transcripts from the DEseq2 analysis (padj<0.05), 315 had no apparent ortholog. We analyzed these genes using CPAT[30] and the more stringent CPC2[31] to verify their protein coding potential. Only 18% of the novel differentially expressed genes showed any coding potential. 

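All 18 transcripts listed in Table 3 were found by their identifiers among those tested. In the limma fit, 13 of the 16 that pass the paper's limits reached a log2 fold change of at least 2 with an adjusted p below 0.05 at 1 or more time points. All 54 fold changes of the 18 transcripts against 0C were positive. They ranged from 0.32 to 4.86 at 15 dpa, where 13 transcripts were differentially expressed, from 0.86 to 4.38 at 20 dpa (11 transcripts), and from 0.51 to 4.76 at 30 dpa (0 transcripts). The paper had selected these transcripts for upregulation during regeneration in the same experiment, which favours positive values and passes of the limits. Without the 2 shallow samples the log2 fold change of DN343980_c2_g12_i1 in 15R was -0.73 (standard error 0.92).
DN307027_c2_g1_i1 (895 bases) changed most. It was at 25.5 ± 23.72 FPKM (SD, n = 3) in 0C, with 0 FPKM in the shallow sample, and at 329.68 ± 10.21 FPKM (SD, n = 3) in 15R, a log2 fold change of 4.86 (standard error 1.26, adjusted p = 0.016, limma). It was also at 239.25 ± 49.05 FPKM (SD, n = 4) in 20R and 314.64 ± 90.86 FPKM (SD, n = 3) in 30R, with log2 fold changes of 4.38 (standard error 1.18, adjusted p = 0.023, limma) and 4.76 (standard error 1.26, adjusted p = 0.072, limma). Without the 2 shallow samples its log2 fold change in 30R was 3 (standard error 0.46, adjusted p = 0.00092, limma). In that fit 14, 12 and 2 of the 18 transcripts were differentially expressed at 15, 20 and 30 dpa. DN355088_c7_g2_i1 (1583 bases), first in Table 3, was at 1.08 ± 0.93 FPKM (SD, n = 3) in 0C and 17.53 ± 6.04 FPKM (SD, n = 3) in 15R, a log2 fold change of 3.24 (standard error 0.65, adjusted p = 0.0027, limma). Of the 16, DN343980_c2_g12_i1, DN340881_c2_g2_i1 and DN355098_c0_g5_i2 missed the limits. DN343980_c2_g12_i1 had its highest log2 fold change at 30 dpa, 3.74 (standard error 1.25, adjusted p = 0.16, limma). For DN340881_c2_g2_i1 the highest was 2.14 at 15 dpa (standard error 0.82, adjusted p = 0.091, limma), and for DN355098_c0_g5_i2 it was 1.79 at 15 dpa (standard error 0.76, adjusted p = 0.13, limma).
The number past both limits fell most, from 13 to 0, when only the 2 groups compared were fitted, and it was 9 without the 2 shallow samples. It was 12 with the replicate number as a block (mean r of 0.13 for samples sharing a number). A fragment-free 0C replicate 1 counts as 0 FPKM in these values, and at its depth 1 fragment on a transcript of 1534 bases is worth 12.07 FPKM.

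**Figure D6:**
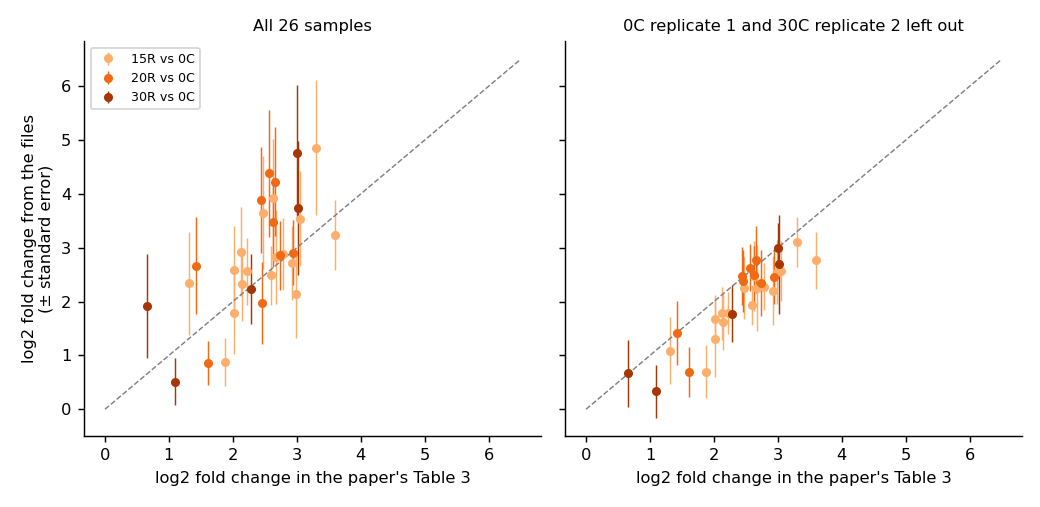
Log2 fold changes of the transcripts in Table 3 against 0C, from the files (vertical axis, with the standard error) and as the paper lists them (horizontal axis); each point is 1 transcript at 1 time point and the dashed line marks equal values. With all 26 samples (left) 16 of the 31 listed values lie within the error, and 23 of 31 with the 2 shallow samples left out (right).

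Sequence-based steps of the paper, the search for orthologs and the coding potential, cannot be followed in these values. From the combination of those steps with the fold changes, the paper arrives at the transcripts of Table 3.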

Of these, sixteen transcripts with no apparent ortholog or protein coding potential had a significant basal expression (>100) and were upregulated more than four fold at least at one time point during regeneration (Table 3). Taking transcript isoforms into consideration, these sixteen transcripts arise from thirteen genes. 

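By their identifiers, the transcripts of Table 3 that pass the paper's limits came from 13 Trinity genes, where a Trinity gene is the identifier without its isoform number. In the files 9 of these genes had 1 isoform and 4 had more, up to 3, for 18 isoforms in total. At 15 dpa the 3 isoforms of DN336427_c40_g22 had log2 fold changes against 0C of 3.54 (standard error 0.88), 2.83 (standard error 0.87) and 2.32 (standard error 0.68), with adjusted p of 0.012, 0.041 and 0.031 from limma. The 2 isoforms of DN351907_c1_g3 were at 2.72 (standard error 0.69) and 2.59 (standard error 0.81), and those of DN345132_c3_g25 at 2.88 (standard error 0.67) and 2.34 (standard error 0.96). Those of DN355098_c0_g5 were at 1.79 (standard error 0.76) and 0.88 (standard error 0.44). Within each gene the isoforms differed by less than the larger standard error, except for the highest and lowest of DN336427_c40_g22 and those of DN355098_c0_g5. The division of shared fragments between isoforms rests on the authors' quantification, so values of single isoforms are uncertain.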

We mapped the genes to genomic scaffolds (see below) to identify protein coding genes located in the vicinity of the novel non-coding genes. One of the novel lncRNAs partially overlaps with the ABCF4 gene. Thus, the vast majority of novel regeneration genes *in E*. *fetida* were long non-coding transcripts. In spite of the annotation presented in Table 3, we cannot rule out the possibility that some of these apparently non-coding transcripts maybe fragments derived from protein coding isoforms.

**Table 3:** Novel regeneration genes from E. fetida: Selected non-coding transcripts of unknown function that were upregulated (Log_2_ Fold Change ≥2) at any timepoint during regeneration with a basal expression level (Basemean) >100. n.d = Not differentially expressed.

Trinity_ID	Expression Level (Basemean)	Fold Change (Log_2_)			Number of Isoforms	Number of Scaffolds	Nearest Known Gene Uniprot ID | Gene ID *(species*)
		15dpa	20dpa	30dpa			
DN355088_c7_g2_ i1:0-1583	142.44	3.6	2.94	2.29	1	9	Q91048|PTK7 *(Gallus gallus)* Q9JJN0|POLH (*Mus musculus*)
DN307027_c2_g1_ i1:0-895	1514.3	3.3	2.56	3	1	7	P18048|SPIK2 (*Human adenovirus 40*)
DN336427_c40_g22_i2:0-1571	505.79	3.05	2.62	n.d.	3	12	Q14767|LTBP2 (*Homo sapiens*)
DN336427_c40_g22_i1:0-1040	110.81	2.67	n.d.	n.d.	3	10	
DN336427_c40_g22_i3:0-1594	131.56	2.14	n.d.	n.d.	3	11	
DN343980_c2_g12_ i1:0-959	631.67	n.d.	n.d.	3.02	1	7	Q54HT7|ADCF (*Disctyostelium discoideum*)
DN340881_c2_g2_ i1:0-933	281.44	2.98	2.45	n.d.	1	6	Q8T6B4|ABCF4 (*Disctyostelium discoideum*)
DN351907_c1_g3_ i2:0-2004	162.40	2.93	2.74	n.d.	1	5	Q5VT52|RPRD2 (*Homo sapiens*) P56574|IDHP (*Rattus rattus*)
DN351907_c1_g3_ i3:0-1970	298.92	2.01	n.d.	n.d.	1	5	
DN345132_c3_g25_ i1:0-1411	138.20	2.78	n.d.	n.d.	2	13	Q1RMU3|P4HA1 (*Mus musculus*)
DN345132_c3_g25_ i2:0-1423	369.30	1.31	1.42	0.66	2	13	
DN355787_c5_g4_ i1:0-1141	858.38	2.63	2.66	n.d.	1	4	P98160|PGBM (*Homo sapiens*)
DN345045_c0_g1_ i1:0-1568	103.33	2.59	n.d.	n.d.	1	6	P04146|COPIA (*Drosophila melanogaster*)
DN329618_c1_g9_ i1:0-927	221.49	2.13	n.d.	n.d.	1	2	Q7ZY29|ESRP1 (*Xenopus laevis*)
DN349882_c1_g8_ i1:0-1762	1115.7	2.47	2.44	n.d.	1	9	P17140|CO4A2 (*Caenorhabditis elegans*)
DN287307_c0_g1_ i1:0-1499	125.41	2.22	n.d.	n.d.	1	7	Q54YN3|EMC3 (*Disctyostelium discoideum*)
DN355098_c0_g5_ i2:0-2055	106.52	2.01	n.d.	n.d.	2	8	Q70KP1|HEMA (*Porcine torovirus*)
DN355098_c0_g5_ i4:0-1749	25.51	1.87	1.61	1.09	2	8	

To complement the transcriptomics analyses presented above, we also characterized the miRNome of *E*. *fetida*. Small non-coding RNAs, especially microRNAs have been used as phylogenetic markers to understand evolutionary relations between closely related organisms and genome duplications during evolution. We sequenced the small RNA pool and the genomic DNA of the *E*. *fetida* body wall to identify and annotate the microRNAome of the red worm.

### *E*. *fetida* genome sequence

The diploid genome of a group of *Eisenia fetida* worms from a vermicompost culture maintained in the laboratory was sequenced. We confirmed the species of the worms by sequencing the variable region of cytochrome c oxidase amplified using universal primers recommended for DNA bar-coding [39,40]. The whole-genome shotgun sequencing and de novo assembly was based on Illumina short reads from the genome and a mate-pair library for scaffolding. The best assembly provided 4,63,133 contigs (N50 = 967bp) and 3,99,006 scaffolds (N50 = 9Kb) (Table 4). Vitturi et. al. have previously estimated the genome size, chromosome number and GC content of two members of oligochaetae: Octodrilus complanatus and *Eisenia fetida*[41]. The diploid chromosome number has been shown to be 22[42]. In good agreement with their findings, we also report that the GC content of the *E*. *fetida* genome is 40%. The genome size estimated from nuclear DNA content (1.37 X 10^9^) also agrees well with the genome size reported here (1.4 X10^9^). The scaffolds were obtained by assembling 1.3 billion paired-end Illumina reads (read length = 100bp) and 398 million reads from a mate pair library of 10Kb. The quality of the assembled genome was verified using BUSCO[43], wherein 18.2% of the 303 BUSCO groups searched were identified in our genome. By assessing the ability to detect the 4,329 EST sequences of *E*. *fetida* that were previously available in Genbank, we found 85.8% of the previously known ESTs (3,718 of 4,329) were identified in our genome assembly. We also carried out a de novo assembly of RNA-Seq reads from the body wall of a pool of *E*. *fetida* worms using the Trinity package. 94.6% (67,491 out of 71,341) of Transdecoder verified transcripts were mapped to at least one scaffold of the genome. We also carried out RNA-Seq and *de novo* assembly for tissue collected from the regenerating region earthworms during three stages of regeneration (15, 20 and 30 days post amputation). 

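The files analysed here list 71341 transcripts in every sample, with lengths from 850 to 31824 bases and a median of 1534 bases. Without the isoform number, their identifiers fall into 40062 Trinity genes, of which 24440 had 1 isoform and 15622 had 2 or more, up to 21. An FPKM above 0 was found for 54138 transcripts in at least 1 of the 26 samples and for 754 in every sample, a number limited by the 2 shallow samples. The other 17203 transcripts were at 0 FPKM in all samples.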

A combined assembly of all the RNA-Seq data led to the identification of 42,610 genes collectively accounting for 71,341 transcript. The mitochondrial genome sequence was assembled as a single contig of 16kb from an assembly of 1.1 million Roche 454 reads (read length = 1000bp) and showed high conservation to the mitochondrial genomes of the deep-dwelling earthworm *Lumbricus terrestris* and the marine oligochaete, *Capitella teleta* ([44,45], S3 Fig). During the course of this study, Zwarycz et. al. have also sequenced a North American isolate of *E*. *fetida*[21]. Our assembly has approximately five fold higher contig N50 and Scaffold N50 (see Table 4 for comparison of both assemblies). Zwarcyz et. al. reported, from the analysis of HOX genes, that an exceptionally large number of duplication events have occurred in the earthworm lineage[21].

**Table 4:** Genome assembly of *E*. *fetida*.

Parameter	Zwarycz et al. 2015	Illumina/CLC assembler/CLC Scaffolding with MP data
**Total sequence length**	1,052,631,503	1,472,003,768
**Total assembly gap length**	314,083,977	1,016,501,040
**Number of scaffolds**	1,659,527	399,006
**Scaffold N50**	1,852	9,314
**Scaffold L50**	141,722	46,183
**Number of contigs**	4,728,942	463,133
**Contig N50**	199	967
**Contig L50**	917,147	132,943
**Total length (Mb)**	1052.63	1472
**%GC**	28.6	40

### miRNome: Genome duplications

Using MiRminer[28,29] we identified 190 microRNA genes belonging to 66 miRNA families, including 18 gene families present only in other lophotrochozoans, neotrochozoans, or annelid worms, and 7 novel miRNA genes not found in *Capitella teleta* or any other metazoan thus far investigated (S2 Table; Fig 6). Like most metazoan taxa[46,47], the amount of miRNA family loss appears to be small; these losses, affecting five different miRNA families where neither a locus was detected in the various assemblies nor reads detected in our small RNA library (S2 Table), appear to be shared with *Lumbricus terrestrialis*[29], and thus most likely occurred after oligochaetes split from *C*. *teleta*, but before the split between the two earthworm species.

**Fig 6:**
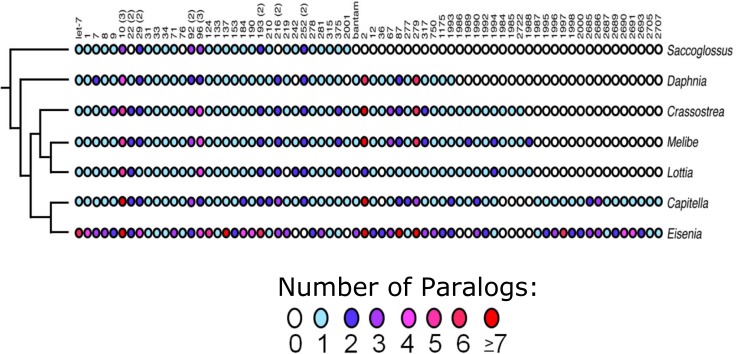
The acquisitional history of 68 microRNA families in select invertebrate bilaterians with well curated microRNAomes. Also shown is the number of microRNA paralogs per family in each taxon. Some families were tandemly duplicated early in bilaterian history including mir-10, mir-22, mir-29 and mir-96; the number of reconstructed genes for each family in the bilaterian last common ancestor is shown in parentheses. Most incidences of paralogy involve these families in these (and most other invertebrate) taxa. *Eisenia* is a notable exception in that most families are characterized by the possession of at least two paralogs, and many families have many more, consistent with the hypothesis that a (or multiple) genome duplication events occurred in this lineage after the split from the polychaete *Capitella*. See S6 for further details.

In contrast to *C*. *teleta* or any other invertebrate yet investigated, *E*. *fetida* is rich in miRNA paralogs averaging nearly 2.5 paralogs per ancestral gene (S3 Table). Some families, like Mir-10, Mir-124 and Mir-137, have more copies per gene family than any other animal (including human) yet investigated. Because each of these paralogs is characterized by a unique star (and often mature) sequence, and reads of the mature (and often star) sequence were detected in our small RNA library (S2 Table), the unusually high number of paralogs cannot simply be due to unrecognized heterozygosity (see Zwarycz et al. 2015[21]). Instead, our observation is consistent with what is known regarding homeobox genes in this worm; Zwarycz et al.[21] found that *E*. *fetida* has at least 364 homeobox genes with multiple representatives of *Hox* genes including four *Hox1*/*labial*, *Post1* and *Post2* genes; and at least three each of *Hox3*, *Hox5*/*Scr*, *Lox2*, and *Lox4*. Indeed, we found multiple copies of Mir-10 genes associated within the *Hox* cluster[48] including two mir-10s, three mir-993 genes, two copies of mir-10b (a mir-10 paralog found in annelids and molluscs), and one copy each of mir-1991 and mir-10c (an annelid-specific mir-10 paralog) (S2 Table). Therefore, the microRNAs we found in this worm are consistent with the idea that large, if not whole-scale, gene/genome duplication events occurred in this lineage after its split from *C. teleta[21]*, duplications that affected the entire genome including the miRNAs.

## Discussion

Studies in comparative regeneration within annelids would provide insight into the gain or loss of regenerative capability over a short evolutionary span. Some species that recently lost regenerative capability might possess a latent ability suppressed due to evolutionary loss of key genes[15]. In Hydra and some vertebrates regeneration has been ‘rescued’ by experimental expression of certain vital signaling molecules, Wnt-signalling pathway members [49,50], membrane proteins [51] or by suppression of immune responses [52]. In annelids, work on marine naidine annelids has yielded that the position and developmental stage of amputations made, can ‘naturally’ rescue regenerative capacities[34]. The ability to regenerate anterior segments has been lost at least 12 times while the posterior regenerative ability was lost at least 4 times during the evolution of annelids [53]. The genome of *E*. *fetida* can in future provide the basis for comparative genomics of regenerating and non-regenerating species within the large class of annelids.

Regenerating regions of earthworm showed a robust induction of the brachyury gene. Brachyury, literally meaning short-tail after the heritable shortened tail of mice that carry a mutation in this transcription factor[54,55], is expressed in the mesoderm and is required for the specification of posterior structures in fruit flies[56], sea urchins[57], nematodes[58], zebrafish[59], frogs[60], chicken[61] and humans, suggesting a conserved role across evolution [62,63]. In the hydra and newt, it has been shown to be induced in regenerating tissues [64,65]. In agreement with our RNAseq results, in situ hybridization studies in *Capitella telata*[66] and *Platynereis dumerilii*[67] have shown that even skipped is a marker of posterior development. Further, it has been implicated in zebrafish fin regeneration [68]. Taken together, the similarities between the genes induced in the regenerating regions, suggest a common regeneration program in these organisms.

SOX4 was also co regulated with Brachyury in the regenerating tissue. Sox4 is known to be a master regulator of epithelial to mesenchymal transition[69]. Our Gene Ontology analysis had shown that ECM genes were over-represented amongst the genes upregulated in the regenerating tissue. In earthworm, we found that SOX4 was strongly induced at the distal tip of the regenerating tissue. Taken together, the induction of SOX4, a master regulator of EMT and ECM genes suggests that signaling through the extra-cellular matrix is a vital component of regeneration in *E*. *fetida*.

Subtractive hybridization experiments in regenerating fragments of *Enchytraeus japonensis* revealed that novel genes (which are not represented in other phyla or even the *Lumbricus rubellus*) were upregulated in regenerative processes hinting towards the involvement of annelid specific genes in regeneration [70]. Gene expression profiling in anterior regenerating segments of *Perionyx excavatus* also yielded several novel ESTs, involved in regeneration[71]. Transcriptomics analysis of a mixed-stage sample of regeneration and fission in *Pristina leidyi* has also been recently attempted [72]. In our study, we found that 315 amongst the 9,645 genes upregulated during regeneration had no known ortholog. The large fraction of genes of unknown function suggests that, like in other annelid species, novel factors are involved in *E*. *fetida* regeneration. Besides these novel factors, well known re-programming genes like SOX4 [73] and Brachyury [64,74] were also induced in the regenerating tissue. The co-regulation of these and the invertebrate specific factors (conserved differentiation factors) implies that they work in unison. We speculate that novel factors derived from earthworms could participate in cellular networks driven by mammalian reprogramming factors. For instance, our analyses revealed the presence of an earthworm Nerve Growth Factor with only rudimentary similarities to mammalian counterparts, but the Trk receptors showed a higher degree of conservation. In future, functional regeneration assays in mammalian nerve injury models using earthworm-derived factors can ascertain the barriers to regeneration in the mammalian nervous system.

Neural regeneration is diminished even in tail regeneration models like the leopard gecko, *E*. *macularius*, which shows robust regeneration of a hollow surrounding cartilaginous cone devoid of the spinal cord within [75]. Neurofilament, a major component of the neuronal cytoskeleton are primarily responsible for providing structural support for the axon and regulating axon diameter [76,77]. Mammalian neural regeneration is accompanied by the tight regulation and time dependent differential expression of neurofilament genes[78]. Besides neurofilament, nerve growth factors play an important role in neurogenesis, axon guidance[79] and appropriate innervations of regenerated tissue following injury in vertebrates. Nerve growth factors were not known in invertebrates and were even contested until recently. The presence of a nerve growth factor in *Aplysia* was thought to be a unique feature of molluscs amongst invertebrates [80]. The regenerative ability of *E*. *fetida* prompted us to explore the newly sequenced genome for NGF-like genes. We report here, the identification of a 747bp pro-NGF, which can give rise to a 681bp mature form with limited similarity to mammalian NGF. The regenerated ventral nerve cord was evident in histology while the poorly conserved NGF gene and neurofilament genes were induced in the regenerating earthworm. Taken together, it is clear that the neural tissue in earthworm is restored after regeneration.

Sialic acids are the N- or O-substituted derivatives of the 9-carbon monosaccharide[81], neuraminic acid, N-acetylneuraminic acid being the predominant form in mammalian neural cells while O-acetyl neuraminic acid is a marker for differentiation of immune cells[82,83]. In mammalian genomes, lysosomal and cytosolic isoforms of sialic acid 9-O-acetylesterase catalyze the removal of 9-O-acetylation and play an important role in auto-immunity and B-cell differentiation [84–86]. Earthworms, especially *E*. *fetida* have been studied extensively as a model for invertebrate innate immunity [87], but the role of SIAE has never been reported. Sialidase (SIAE) showed two paralogs with divergent expression pattern at all time points in the regenerated tissue, compared to the adjacent tissue. The expansion of Hox genes, miRNA genes and the SIAE genes suggest that gene duplication is a recurrent phenomenon in the evolutionary history of *E*. *fetida*. While the impact of this gene duplication and divergent regulation is yet unknown, the knowledge of novel orthologs may provide deeper insights into aspects of sialic acid mediated immune cell differentiation.

Varhalmi et. al. have previously studied the expression of orthologs of pituitary adenylate cyclase-activating polypeptide (PACAP) using radioimmunoassay and immunohistochemistry in *E*. *fetida* [88,89]. Since these factors are Neurotrophin in vertebrates, it was thought that their accumulation in the regenerating tissue of *E*. *fetida* was critical for its innervation. However, the sequences of these factors were not known and the authors relied on immunoreactivity to antibodies against orthologous human proteins. In our experiments, at 15dpa and 20dpa, the earthworm ortholog of PACAP type I receptor was downregulated in the regenerating tissue.

*Eisenia fetida*, or the red worm, is a surface dwelling epigeic annelid, distributed on every continent except Antarctica. Genetic mapping and profiling exercises have involved microsatellite markers[90–92] and AFLP[93]. Attempts have been made at bar-coding species using mitochondrial DNA markers such as COI and COII [93,94]. Terrestrial annelids are now represented by the genome of *E*. *fetida* (Indian isolate), reported here and an independently sequenced North American strain [21]. The ongoing *Lumbricus* genome sequencing effort is also likely to complement information derived from the *E*. *fetida* genomes paving the way for a detailed comparative analysis of deep burrowing and surface dwelling worms. For instance, the genome of the highly photophobic *E*. *fetida* contains several opsin-like sequences. Comparative genomics between deep dwelling and surface dwelling worms in the distribution and wavelength spectra of opsins could reveal interesting insights into molecular basis of behavior.

The emergence of affordable, next generation sequencing technology has enabled comparative genomics of vertebrates, but sequences of invertebrate genomes, especially larger ones has remained scant. By sequencing the genome along with a detailed transcriptomics analysis, we were able to identify novel factors involved in invertebrate specific regeneration. Study of invertebrate biology has in the past led to unforeseen applications of human use exemplified by the discovery of Green Fluorescent protein from *Aequorea victoria* that has led to an array of technologies. The earthworm genome and metagenome holds promise of novel factors involved in regeneration and a better understanding of soil ecology, paving the way for genomics based tools to study genetic diversity. The large diversity of earthworm species suggests that the *E*. *fetida* genomes can serve as a node for cross-species genome-scale comparisons.

## Supporting information

S1 Table Primers used in this study. (DOCX) Click here for additional data file.

S2 Table miRNAs annotated from *E*. *fetida* small RNA transcriptome and genome. (XLSX) Click here for additional data file.

S3 Table Analysis of paralogs in *E*. *fetida* miRNome. (XLSX) Click here for additional data file.

S1 Fig Flowchart of gene annotation and differential expression analysis. (EPS) Click here for additional data file.

S2 Fig Annotation of nerve growth factor from *E*. *fetida*. (DOCX) Click here for additional data file.

S3 Fig The mitochondrial genome of *E*. *fetida*. (EPS) Click here for additional data file.

## References

[1] DrakeHL, HornMA (2007) As the worm turns: the earthworm gut as a transient habitat for soil microbial biomes. Annu Rev Microbiol 61: 169–189. 10.1146/annurev.micro.61.080706.093139 17506687

[2] KristensenE, KostkaJ (2005) Macrofaunal burrows and irrigation in marine sediment: microbiological and biogeochemical interactions. Interactions between macro-and microorganisms in marine sediments: 125–157.

[3] UebelackerJM (1978) A new parasitic polychaetous annelid (Arabellidae) from the Bahamas. The Journal of Parasitology: 151–154.

[4] ParryL, VintherJ, EdgecombeGD (2015) Cambrian stem-group annelids and a metameric origin of the annelid head. Biology Letters 11.10.1098/rsbl.2015.0763PMC465018926445984

[5] BruscaRC, BruscaGJ, HaverNJ (1990) Invertebrates: Sinauer Associates Sunderland, Massachusetts.

[6] EdwardsCA, BohlenPJ (1996) Biology and ecology of earthworms: Springer Science & Business Media.

[7] LaumerCE, BekkoucheN, KerblA, GoetzF, NevesRC, et al (2015) Spiralian phylogeny informs the evolution of microscopic lineages. Curr Biol 25: 2000–2006. 10.1016/j.cub.2015.06.068 26212884

[8] MerkerE, BraunigG (1927) Die Empfindlichkeit feucchthautiger Tiere im Lichte. 3. Die Empfindlichkeit feucchthautiger Tiere im Licht der Quarzquecksiblerlampe. Zool Jb Abt Allgem Zool Physiol, Tiere 43: 275–338.

[9] MooreM (1979) The rapid escape response of the earthworm Lumbricus terrestris L.: overlapping sensory fields of the median and lateral giant fibres. The Journal of Experimental Biology 83: 231–238.

[10] MitraO, CallahamMAJr., SmithML, YackJE (2009) Grunting for worms: seismic vibrations cause Diplocardia earthworms to emerge from the soil. Biol Lett 5: 16–19. 10.1098/rsbl.2008.0456 18854292PMC2657739

[11] WilsonWJ, FerraraNC, BlakerAL, GiddingsCE (2014) Escape and avoidance learning in the earthworm Eisenia hortensis. PeerJ 2: e250 10.7717/peerj.250 24498578PMC3912444

[12] OzpolatBD, BelyAE (2016) Developmental and molecular biology of annelid regeneration: a comparative review of recent studies. Curr Opin Genet Dev 40: 144–153. 10.1016/j.gde.2016.07.010 27505269

[13] GalliotB, CheraS (2010) The Hydra model: disclosing an apoptosis-driven generator of Wnt-based regeneration. Trends Cell Biol 20: 514–523. 10.1016/j.tcb.2010.05.006 20691596

[14] DalyellJG (2007) Observations on some interesting phenomena in animal physiology, exhibited by several species of planariae: Dyer Press.

[15] BelyAE (2006) Distribution of segment regeneration ability in the Annelida. Integrative and Comparative Biology 46: 508–518. 10.1093/icb/icj051 21672762

[16] NachtrabG, KikuchiK, TorniniVA, PossKD (2013) Transcriptional components of anteroposterior positional information during zebrafish fin regeneration. Development 140: 3754–3764. 10.1242/dev.098798 23924636PMC3754474

[17] RabinowitzJS, RobitailleAM, WangY, RayCA, ThummelR, et al (2017) Transcriptomic, proteomic, and metabolomic landscape of positional memory in the caudal fin of zebrafish. Proc Natl Acad Sci U S A 114: E717–E726. 10.1073/pnas.1620755114 28096348PMC5293114

[18] SandmannT, VoggMC, OwlarnS, BoutrosM, BartschererK (2011) The head-regeneration transcriptome of the planarian Schmidtea mediterranea. Genome Biol 12: R76 10.1186/gb-2011-12-8-r76 21846378PMC3245616

[19] LapanSW, ReddienPW (2012) Transcriptome analysis of the planarian eye identifies ovo as a specific regulator of eye regeneration. Cell Rep 2: 294–307. 10.1016/j.celrep.2012.06.018 22884275PMC3785364

[20] PetersenHO, HogerSK, LoosoM, LengfeldT, KuhnA, et al (2015) A Comprehensive Transcriptomic and Proteomic Analysis of Hydra Head Regeneration. Mol Biol Evol 32: 1928–1947. 10.1093/molbev/msv079 25841488PMC4833066

[21] ZwaryczAS, NossaCW, PutnamNH, RyanJF (2015) Timing and scope of genomic expansion within Annelida: evidence from homeoboxes in the genome of the earthworm Eisenia fetida. Genome biology and evolution: evv243.10.1093/gbe/evv243PMC475824026659921

[22] el AdlouniC, MukhopadhyayMJ, WalshP, PoirierGG, NadeauD (1995) Isolation of genomic DNA from the earthworm species Eisenia fetida. Mol Cell Biochem 142: 19–23. 775303810.1007/BF00928909

[23] LomanNJ, QuinlanAR (2014) Poretools: a toolkit for analyzing nanopore sequence data. Bioinformatics 30: 3399–3401. 10.1093/bioinformatics/btu555 25143291PMC4296151

[24] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, et al (2011) Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol 29: 644–652. 10.1038/nbt.1883 21572440PMC3571712

[25] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[26] AndersS, PylPT, HuberW (2015) HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics 31: 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[27] LoveMI, HuberW, AndersS (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550 10.1186/s13059-014-0550-8 25516281PMC4302049

[28] WheelerBM, HeimbergAM, MoyVN, SperlingEA, HolsteinTW, et al (2009) The deep evolution of metazoan microRNAs. Evol Dev 11: 50–68. 10.1111/j.1525-142X.2008.00302.x 19196333

[29] EAS, JV, VNM, BMW, MS, et al (2009) - MicroRNAs resolve an apparent conflict between annelid systematics and their. Proc Biol Sci 276: 4315–4322. 10.1098/rspb.2009.134019755470PMC2817109

[30] WangL, ParkHJ, DasariS, WangS, KocherJP, et al (2013) CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. Nucleic Acids Res 41: e74 10.1093/nar/gkt006 23335781PMC3616698

[31] KangYJ, YangDC, KongL, HouM, MengYQ, et al (2017) CPC2: a fast and accurate coding potential calculator based on sequence intrinsic features. Nucleic Acids Res 45: W12–W16. 10.1093/nar/gkx428 28521017PMC5793834

[32] GatesG (1949) Regeneration in an earthworm, Eisenia foetida (Savigny) 1826. I. Anterior regeneration. The Biological Bulletin 96: 129–139. 18120625

[33] MomentGB (1949) Segment frequencies in anterior regeneration in the earthworm, Eisenia foetida. J Exp Zool 111: 449–456. 1814237710.1002/jez.1401110307

[34] BelyAE, SikesJM (2010) Latent regeneration abilities persist following recent evolutionary loss in asexual annelids. Proc Natl Acad Sci U S A 107: 1464–1469. 10.1073/pnas.0907931107 19966282PMC2824374

[35] NengwenX, FengG, EdwardsCA (2011) The regeneration capacity of an earthworm, Eisenia fetida, in relation to the site of amputation along the body. Acta Ecologica Sinica (International Journal) 31: 197–204.

[36] WallworkJA (1983) Earthworm biology: E. Arnold (Publishers) Ltd.

[37] LeviJU, CowdenRR, CollinsGH (1966) The microscopic anatomy and ulrastructure of the nervous system in the earthworm (Lumbricus sp.) with emphasis on the relationship between glial cells and neurons. Journal of Comparative Neurology 127: 489–509. 10.1002/cne.901270405 4165525

[38] PainterBT (1940) The location of factors of head regeneration in the earthworm. The Biological Bulletin 78: 463–485.

[39] FolmerO, BlackM, HoehW, LutzR, VrijenhoekR (1994) DNA primers for amplification of mitochondrial cytochrome c oxidase subunit I from diverse metazoan invertebrates. Mol Mar Biol Biotechnol 3: 294–299. 7881515

[40] RömbkeJ, AiraM, BackeljauT, BreugelmansK, DomínguezJ, et al (2015) DNA barcoding of earthworms (Eisenia fetida/andrei complex) from 28 ecotoxicological test laboratories. Applied Soil Ecology. 10.1016/j.apsoil.2015.04.005

[41] VitturiR, ColombaMS, PirroneA, LibertiniA (2000) Physical mapping of rDNA genes, (TTAGGG)n telomeric sequence and other karyological features in two earthworms of the family Lumbricidae (Annelida: Oligochaeta). Heredity (Edinb) 85 Pt 3: 203–207.1101272310.1046/j.1365-2540.2000.00709.x

[42] VitturiR, ColomberaD, CatalanoE, AmicoF (1991) Karyotype analysis, nucleolus organizer regions and C-banding pattern of Eisenia foetida (Oligochaeta, Lumbricidae). Genetica 83: 159–165.

[43] SimaoFA, WaterhouseRM, IoannidisP, KriventsevaEV, ZdobnovEM (2015) BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics 31: 3210–3212. 10.1093/bioinformatics/btv351 26059717

[44] BooreJL, BrownWM (1995) Complete sequence of the mitochondrial DNA of the annelid worm Lumbricus terrestris. Genetics 141: 305–319. 853697810.1093/genetics/141.1.305PMC1206728

[45] SimakovO, MarletazF, ChoSJ, Edsinger-GonzalesE, HavlakP, et al (2013) Insights into bilaterian evolution from three spiralian genomes. Nature 493: 526–531. 10.1038/nature11696 23254933PMC4085046

[46] BF, TB, LEP, MJ, JET, et al (2015) - A Uniform System for the Annotation of Vertebrate microRNA Genes and the. Annu Rev Genet 49: 213–242. 10.1146/annurev-genet-120213-09202326473382PMC4743252

[47] JET, EAS, AN, AMH, JMR, et al (2013) - miRNAs: small genes with big potential in metazoan phylogenetics. Mol Biol Evol 30: 2369–2382. 10.1093/molbev/mst133 23913097

[48] A H E M (2012) - Building a robust a-p axis. Curr Genomics 13: 278–288. 10.2174/138920212800793348 23204917PMC3394115

[49] KawakamiY, Rodriguez EstebanC, RayaM, KawakamiH, MartiM, et al (2006) Wnt/beta-catenin signaling regulates vertebrate limb regeneration. Genes Dev 20: 3232–3237. 10.1101/gad.1475106 17114576PMC1686599

[50] LengfeldT, WatanabeH, SimakovO, LindgensD, GeeL, et al (2009) Multiple Wnts are involved in Hydra organizer formation and regeneration. Dev Biol 330: 186–199. 10.1016/j.ydbio.2009.02.004 19217898

[51] AdamsDS, MasiA, LevinM (2007) H+ pump-dependent changes in membrane voltage are an early mechanism necessary and sufficient to induce Xenopus tail regeneration. Development 134: 1323–1335. 10.1242/dev.02812 17329365

[52] FukazawaT, NaoraY, KuniedaT, KuboT (2009) Suppression of the immune response potentiates tadpole tail regeneration during the refractory period. Development 136: 2323–2327. 10.1242/dev.033985 19515697

[53] Martinez‐AcostaVG, ZoranMJ Evolutionary Aspects of Annelid Regeneration. eLS.

[54] ClarkFH (1934) Linkage Studies of Brachyury (Short Tail) in the House Mouse. Proc Natl Acad Sci U S A 20: 276–279. 1658788610.1073/pnas.20.5.276PMC1076400

[55] WuB, ShaoY, ChenB, LiuC, XueZ, et al (2010) Identification of a novel mouse brachyury (T) allele causing a short tail mutation in mice. Cell Biochem Biophys 58: 129–135. 10.1007/s12013-010-9097-9 20809182

[56] KispertA, HerrmannBG, LeptinM, ReuterR (1994) Homologs of the mouse Brachyury gene are involved in the specification of posterior terminal structures in Drosophila, Tribolium, and Locusta. Genes Dev 8: 2137–2150. 795888410.1101/gad.8.18.2137

[57] PetersonKJ, HaradaY, CameronRA, DavidsonEH (1999) Expression pattern of Brachyury and Not in the sea urchin: comparative implications for the origins of mesoderm in the basal deuterostomes. Dev Biol 207: 419–431. 10.1006/dbio.1998.9177 10068473

[58] WoollardA, HodgkinJ (2000) The caenorhabditis elegans fate-determining gene mab-9 encodes a T-box protein required to pattern the posterior hindgut. Genes Dev 14: 596–603. 10716947PMC316422

[59] Schulte-MerkerS, van EedenFJ, HalpernME, KimmelCB, Nusslein-VolhardC (1994) no tail (ntl) is the zebrafish homologue of the mouse T (Brachyury) gene. Development 120: 1009–1015. 760094910.1242/dev.120.4.1009

[60] BenitezMS, Del PinoEM (2002) Expression of Brachyury during development of the dendrobatid frog Colostethus machalilla. Dev Dyn 225: 592–596. 10.1002/dvdy.10190 12454936

[61] KispertA, OrtnerH, CookeJ, HerrmannBG (1995) The chick Brachyury gene: developmental expression pattern and response to axial induction by localized activin. Dev Biol 168: 406–415. 10.1006/dbio.1995.1090 7729577

[62] SmithJ (1999) T-box genes: what they do and how they do it. Trends Genet 15: 154–158. 1020382610.1016/s0168-9525(99)01693-5

[63] KavkaAI, GreenJB (1997) Tales of tails: Brachyury and the T-box genes. Biochim Biophys Acta 1333: F73–84. 939528210.1016/s0304-419x(97)00016-4

[64] TechnauU, BodeHR (1999) HyBra1, a Brachyury homologue, acts during head formation in Hydra. Development 126: 999–1010. 992760010.1242/dev.126.5.999

[65] SoneK, TakahashiTC, TakabatakeY, TakeshimaK, TakabatakeT (1999) Expression of five novel T-box genes and brachyury during embryogenesis, and in developing and regenerating limbs and tails of newts. Dev Growth Differ 41: 321–333. 1040039410.1046/j.1440-169x.1999.413435.x

[66] SeaverEC, YamaguchiE, RichardsGS, MeyerNP (2012) Expression of the pair-rule gene homologs runt, Pax3/7, even-skipped-1 and even-skipped-2 during larval and juvenile development of the polychaete annelid Capitella teleta does not support a role in segmentation. Evodevo 3: 8 10.1186/2041-9139-3-8 22510249PMC3359188

[67] de RosaR, Prud'hommeB, BalavoineG (2005) Caudal and even-skipped in the annelid Platynereis dumerilii and the ancestry of posterior growth. Evol Dev 7: 574–587. 10.1111/j.1525-142X.2005.05061.x 16336411

[68] BrulfertA, MonnotMJ, GeraudieJ (1998) Expression of two even-skipped genes eve1 and evx2 during zebrafish fin morphogenesis and their regulation by retinoic acid. Int J Dev Biol 42: 1117–1124. 9879709

[69] TiwariN, Tiwari VijayK, WaldmeierL, Balwierz PiotrJ, ArnoldP, et al Sox4 Is a Master Regulator of Epithelial-Mesenchymal Transition by Controlling Ezh2 Expression and Epigenetic Reprogramming. Cancer Cell 23: 768–783. 10.1016/j.ccr.2013.04.020 23764001

[70] MyoharaM, NivaCC, LeeJM (2006) Molecular approach to annelid regeneration: cDNA subtraction cloning reveals various novel genes that are upregulated during the large-scale regeneration of the oligochaete, Enchytraeus japonensis. Dev Dyn 235: 2051–2070. 10.1002/dvdy.20849 16724321

[71] ChoS-J, LeeMS, TakES, LeeE, KohKS, et al (2009) Gene expression profile in the anterior regeneration of the earthworm using expressed sequence tags. Bioscience, biotechnology, and biochemistry 73: 29–34. 10.1271/bbb.80391 19129665

[72] NybergKG, ConteMA, KostyunJL, FordeA, BelyAE (2012) Transcriptome characterization via 454 pyrosequencing of the annelid Pristina leidyi, an emerging model for studying the evolution of regeneration. BMC Genomics 13: 287 10.1186/1471-2164-13-287 22747785PMC3464666

[73] ForondaM, MartinezP, SchoeftnerS, Gomez-LopezG, SchneiderR, et al (2014) Sox4 links tumor suppression to accelerated aging in mice by modulating stem cell activation. Cell Rep 8: 487–500. 10.1016/j.celrep.2014.06.031 25043184PMC4905521

[74] VidricaireG, JardineK, McBurneyMW (1994) Expression of the Brachyury gene during mesoderm development in differentiating embryonal carcinoma cell cultures. Development 120: 115–122. 811912010.1242/dev.120.1.115

[75] McLeanKE, VickaryousMK (2011) A novel amniote model of epimorphic regeneration: the leopard gecko, Eublepharis macularius. BMC Dev Biol 11: 50 10.1186/1471-213X-11-50 21846350PMC3180301

[76] MyersMW, LazzariniRA, LeeVM, SchlaepferWW, NelsonDL (1987) The human mid-size neurofilament subunit: a repeated protein sequence and the relationship of its gene to the intermediate filament gene family. EMBO J 6: 1617–1626. 360898910.1002/j.1460-2075.1987.tb02409.xPMC553533

[77] YuanA, RaoMV, NixonRA (2012) Neurofilaments at a glance. Journal of cell science 125: 3257–3263. 10.1242/jcs.104729 22956720PMC3516374

[78] WangH, WuM, ZhanC, MaE, YangM, et al (2012) Neurofilament proteins in axonal regeneration and neurodegenerative diseases. Neural Regen Res 7: 620–626. 10.3969/j.issn.1673-5374.2012.08.010 25745454PMC4346988

[79] TaniuchiM, ClarkHB, SchweitzerJB, JohnsonEMJr. (1988) Expression of nerve growth factor receptors by Schwann cells of axotomized peripheral nerves: ultrastructural location, suppression by axonal contact, and binding properties. J Neurosci 8: 664–681. 282856810.1523/JNEUROSCI.08-02-00664.1988PMC6569302

[80] KassabovSR, ChoiYB, KarlKA, VishwasraoHD, BaileyCH, et al (2013) A single Aplysia neurotrophin mediates synaptic facilitation via differentially processed isoforms. Cell Rep 3: 1213–1227. 10.1016/j.celrep.2013.03.008 23562154PMC4045214

[81] VarkiA, SchauerR (2009) Sialic acids.

[82] TakahashiK, MitomaJ, HosonoM, ShiozakiK, SatoC, et al (2012) Sialidase NEU4 hydrolyzes polysialic acids of neural cell adhesion molecules and negatively regulates neurite formation by hippocampal neurons. J Biol Chem 287: 14816–14826. 10.1074/jbc.M111.324186 22393058PMC3340223

[83] VarkiA, GagneuxP (2012) Multifarious roles of sialic acids in immunity. Ann N Y Acad Sci 1253: 16–36. 10.1111/j.1749-6632.2012.06517.x 22524423PMC3357316

[84] SuroliaI, PirnieSP, ChellappaV, TaylorKN, CariappaA, et al (2010) Functionally defective germline variants of sialic acid acetylesterase in autoimmunity. Nature 466: 243–247. 10.1038/nature09115 20555325PMC2900412

[85] CariappaA, TakematsuH, LiuH, DiazS, HaiderK, et al (2009) B cell antigen receptor signal strength and peripheral B cell development are regulated by a 9-O-acetyl sialic acid esterase. J Exp Med 206: 125–138. 10.1084/jem.20081399 19103880PMC2626685

[86] MiyagiT, YamaguchiK (2012) Mammalian sialidases: physiological and pathological roles in cellular functions. Glycobiology 22: 880–896. 10.1093/glycob/cws057 22377912

[87] DvorakJ, MancikovaV, PizlV, ElhottovaD, SilerovaM, et al (2013) Microbial environment affects innate immunity in two closely related earthworm species Eisenia andrei and Eisenia fetida. PLoS One 8: e79257 10.1371/journal.pone.0079257 24223917PMC3815151

[88] BorosA, ReglodiD, HerbertZ, KiszlerG, NemethJ, et al (2008) Changes in the expression of PACAP-like compounds during the embryonic development of the earthworm Eisenia fetida. J Mol Neurosci 36: 157–165. 10.1007/s12031-008-9102-6 18607777

[89] VarhalmiE, SomogyiI, KiszlerG, NemethJ, ReglodiD, et al (2008) Expression of PACAP-like compounds during the caudal regeneration of the earthworm Eisenia fetida. J Mol Neurosci 36: 166–174. 10.1007/s12031-008-9125-z 18622585

[90] HuangJ, XuQ, SunZJ, TangGL, SuZY (2007) Identifying earthworms through DNA barcodes. Pedobiologia 51: 301–309.

[91] HarperGL, CesariniS, CaseySP, MorganAJ, KilleP, et al (2006) Microsatellite markers for the earthworm Lumbricus rubellus. Molecular Ecology Notes 6: 325–327.

[92] VelavanT, SchulenburgH, MichielsNK (2007) Development and characterization of novel microsatellite markers for the common earthworm (Lumbricus terrestris L.). Molecular Ecology Notes 7: 1060–1062.

[93] KingRA, TibbleAL, SymondsonWO (2008) Opening a can of worms: unprecedented sympatric cryptic diversity within British lumbricid earthworms. Mol Ecol 17: 4684–4698. 10.1111/j.1365-294X.2008.03931.x 18992008

[94] HeethoffM, EtzoldK, ScheuS (2004) Mitochondrial COII sequences indicate that the parthenogenetic earthworm Octolasion tyrtaeum (Savigny 1826) constitutes of two lineages differing in body size and genotype. Pedobiologia 48: 9–13.

# Supplementary material for: Large scale changes in the transcriptome of Eisenia fetida during regeneration
**Source:** PLoS One. 2018 Sep 27;13(9):e0204234. doi: 10.1371/journal.pone.0204234
**Supplement:** S1 Table

S1 Table: Primers used in this study

| **Primer Name** | **Sequence** | |
| --- | --- | --- |
| Ef SIALIDASE1 FP\|RP | CGGAATTGCGGAAACTCACA | CATCGACGTCATTGCACAGTC |
| Ef SIALIDASE2 FP\|RP | AGTCCAACTGGGGAGGAA | GAGAAGGTCCATTTGGTGGA |
| Ef GAPDH FP\|RP | GACAGCACCCATGGACAGTTCAAG | TTCTATGACATACTCCGCACCCAC |
| Ef ProNGF FP\|RP | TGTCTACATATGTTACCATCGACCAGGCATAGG | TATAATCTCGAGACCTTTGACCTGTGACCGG |
| Ef SOX4 INSITU FP\|RP | CAGGGAGTACCCGGACTACA | CCACGAGTCACTTACCAGCA |

# Supplementary material for: Large scale changes in the transcriptome of Eisenia fetida during regeneration
**Source:** PLoS One. 2018 Sep 27;13(9):e0204234. doi: 10.1371/journal.pone.0204234
**Supplement:** S2 Fig

S2 Fig: Nerve Growth Factor from *E. fetida*

**SIGNAL PEPTIDE (predicted)**

acNGF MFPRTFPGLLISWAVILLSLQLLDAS

efNGF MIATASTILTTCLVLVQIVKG

hsNGF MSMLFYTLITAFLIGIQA

mmNGF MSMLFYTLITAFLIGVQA

**Pro-NGF region**

acNGF

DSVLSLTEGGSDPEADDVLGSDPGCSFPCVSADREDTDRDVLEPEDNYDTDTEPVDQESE

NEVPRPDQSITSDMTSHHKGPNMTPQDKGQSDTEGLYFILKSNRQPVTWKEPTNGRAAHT

SAKPGPVTSLGQD

efNGF

LPSTRHR**K**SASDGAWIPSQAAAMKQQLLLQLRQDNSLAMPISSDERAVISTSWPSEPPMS

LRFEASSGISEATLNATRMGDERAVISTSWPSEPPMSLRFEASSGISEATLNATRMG

hsNGF

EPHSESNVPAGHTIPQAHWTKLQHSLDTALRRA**R**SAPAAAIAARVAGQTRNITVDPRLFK

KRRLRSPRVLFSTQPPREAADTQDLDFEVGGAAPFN

mmNGF

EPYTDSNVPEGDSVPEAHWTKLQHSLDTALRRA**R**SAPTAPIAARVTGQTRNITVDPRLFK

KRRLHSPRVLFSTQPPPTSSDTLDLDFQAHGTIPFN

**Mature NGF**

Furin Cleavage site

#

acNGF KNEVRKK**R**SFD--------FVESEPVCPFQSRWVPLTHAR-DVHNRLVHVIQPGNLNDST

efNGF KRSPRST**R**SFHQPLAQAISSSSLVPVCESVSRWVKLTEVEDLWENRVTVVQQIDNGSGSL

hsNGF -RTHRSK**R**SSSH----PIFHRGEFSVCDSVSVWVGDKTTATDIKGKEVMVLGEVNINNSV

mmNGF -RTHRSK**R**SSTH----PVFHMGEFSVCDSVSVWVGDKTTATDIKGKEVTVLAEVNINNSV

||||||||.||*..**||||||||||||||||**|||*|**||.|.||||.|:|.|*||||*|.|*|

acNGF -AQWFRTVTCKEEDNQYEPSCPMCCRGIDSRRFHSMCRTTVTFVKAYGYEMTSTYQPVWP

efNGF VDQFFYETYCSRP-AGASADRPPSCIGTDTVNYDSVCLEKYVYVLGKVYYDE-------A

hsNGF FKQYFFETKCRDP-NP----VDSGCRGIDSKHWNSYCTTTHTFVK--ALTMD-------G

mmNGF FRQYFFETKCRAS-NP----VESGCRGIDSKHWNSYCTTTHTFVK--ALTTD-------E

|||||||||*:*||.|*||||||||||||||*|*|*:|.:.*|*||.|.:*||||||||||||||||

acNGF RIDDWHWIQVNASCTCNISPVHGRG--------

efNGF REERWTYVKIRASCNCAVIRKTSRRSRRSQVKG

hsNGF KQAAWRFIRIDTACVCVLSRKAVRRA-------

mmNGF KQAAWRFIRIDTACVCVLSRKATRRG-------

|||||||:|||*|::::|::*|*|:|||||*|||||||||

How the deposited data were processed for this re-analysis (not part of the article)

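RNA-Seq of 26 samples in 8 groups was analysed: 0C (n = 3), 15C (n = 3), 20C (n = 4), 30C (n = 3), 15R (n = 3), 20R (n = 4), 30R (n = 3) and P0 (n = 3). The authors trimmed the reads with Trimmomatic, assembled all samples together with Trinity, aligned each sample with Bowtie and quantified the assembled transcripts with Cufflinks, and the values the authors deposited are FPKM (fragments scaled for transcript length and for the number mapped in the sample) of 71341 transcripts in each sample. Read counts, on which the paper's DESeq2 tests rest, are not in the files analysed here. The test planned before the files arrived was one for counts, so it was replaced after the unit of the files was known.

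Depth was derived from the FPKM values. In each sample an offset for the fragment length and the value of 1 fragment were fitted so that the low values, multiplied by transcript length minus the offset, became whole steps, and this procedure was tested on simulated data. The 24 deep samples had 6750152 to 26936902 fragments (median 13485289), 0C replicate 1 had 62208 and 30C replicate 2 had 33388. A single fragment on a transcript of 1534 bases, the median length, was worth 0.0276 to 0.1113 FPKM in the deep samples, 12.07 FPKM in 0C replicate 1 and 21.48 FPKM in 30C replicate 2.

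Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1). Transcripts with an FPKM of at least 1 in at least 3 samples were kept (20110). One linear model with a mean for each of the 8 groups was fitted to all 26 samples, the variances were moderated with a trend on the mean, and p was adjusted by Benjamini-Hochberg within each comparison, with a limit of 0.05. The comparisons were each tissue with 0C, each regenerated tissue with the adjacent tissue of its day and with P0, and 20R and 30R with 15R. The pseudocount of 1 and the filter were fixed after the files arrived, and after exploratory fits with other pseudocounts and sets of samples had been looked at. Sample weights were also tried and dropped, because their estimation gave a convergence warning. On simulated data with 200 changed transcripts the procedure recovered 88% and called 3 unchanged transcripts. The simulated means and spread came from the deep samples, and no simulated sample was shallow. The 88% therefore does not describe the fit of the real data that includes the shallow samples. No gene names are in the files, so transcripts are given by assembly identifier.

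The transcripts named in the text follow a rule set before the files arrived: every transcript of Table 3, the 3 with the largest increase and the 3 with the largest decrease in each regenerated tissue against 0C, and the 2 with the largest change in each other tissue against 0C. Apart from Table 3, they had to pass the limit with every sample of one group above every sample of the other. The rule also asked for at least 10 counts in each sample of the higher group, for which an FPKM of at least 1 was used in the absence of counts.

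The effective number of transcripts was the exponential of the Shannon entropy of each sample's FPKM values. Its difference between tissues was tested by exact permutation of the tissue labels within each day (28000 arrangements), and with the replicate number as a block by sign flips within 10 pairs (1024 flips). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for this and for the tables and figures.

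The alternatives were median-of-ratios scaling, fits of only the 2 groups compared, no filter, a block for the replicate number, isoforms summed per Trinity gene (18524 tested), a fold change of at least 2, robust moderation of the variances, and each sample left out in turn. Added after seeing the data were a pseudocount of 0.1, a filter for an FPKM of at least 1 in every sample (671 transcripts), the omission of the 2 shallow samples (20008 transcripts) without and with the replicate block, the fragment-length model as a covariate, and only the samples with a fitted fragment length. For heterogeneity, the number of transcripts with an FPKM of at least 1 was also added, and the 3 measures were tested with and without the shallow sample, unpaired and in pairs (6 paired tests). The closing section gives their effect. Alternatives that need counts were not run. Analyses of gene names, gene ontology, microRNA, the genome and coding potential were left out because the files hold no sequences or annotation.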

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

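The choices of comparisons, named transcripts, splits of the samples and most alternatives were made before the processed files arrived; the limma test, its pseudocount and its filter, and the alternatives marked as added, were chosen afterwards.

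In 20C, replicate 2 was far from the other samples of its group. On the scale from P0 (0) to 15R (1) it lay at 0.40, while the other 20C samples lay at 0.058 to 0.082. Its FPKM was also set apart for DN336427_c40_g22_i2 (68.12, others 10.29 to 16.653), DN336427_c40_g22_i1 (22.10, others 1.987 to 4.871), DN345132_c3_g25_i2 (73.17, others 10.174 to 10.816), DN355787_c5_g4_i1 (133.43, others 15.113 to 19.096), DN329618_c1_g9_i1 (32.08, others 11.217 to 12.39), DN349882_c1_g8_i1 (73.11, others 10.101 to 18.422) and DN356662_c55_g10_i1 (37.08, others 3.171 to 5.043). Other single samples far from the rest of their group were 20R replicate 2 for DN355088_c7_g2_i1 (19.85, others 11.369 to 11.87), DN345132_c3_g25_i2 (63.38, others 27.742 to 30.265) and DN345920_c0_g1_i1 (315.73, others 31.145 to 60.728), and replicate 1 for DN355098_c0_g5_i2 in both 20C (9.77, others 1.728 to 2.945) and 20R (12.89, others 2.64 to 3.653). The same held for 20C replicate 4 for DN114310_c19_g2_i1 (614.94, others 38.838 to 109.785), DN114310_c19_g3_i1 (220.76, others 14.03 to 39.261) and DN82372_c0_g1_i1 (1.15, others 0 to 0.092), and for 20R replicate 3 for DN335878_c4_g11_i1 (0.13, others 0). Each was flagged by the gap to its nearest neighbour as a share of the group's range, by Dixon's limit for 4 samples. For DN335878_c4_g11_i1 in 20R the other values were all 0, so that any value above 0 is flagged. That flag therefore does not show a sample far from its group. Of 72 groups tested 17 were flagged, where chance alone gives about 5% of groups. The flags are not independent, since many come from the same sample.

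Several explanations of the position of 20C replicate 2 were tested. For carry-over of regenerated tissue, the share of such tissue estimated from raised transcripts (0.35) and from lowered transcripts (0.66) should match, and it differed by 0.31, more than the limit set for the test. It also differed by 0.23 in 20C replicate 3 and 0.22 in replicate 4, but by only 0.02 in replicate 1. The mismatch is close to that of replicates 3 and 4, which have no such position, so carry-over is not excluded. Swapped labels with a 20R sample would place it among the 20R samples, of which the lowest lay at 0.59. Mislabelling of a 30R sample was not tested, and the 30R samples, at 0.313 to 0.674, span the position of 20C replicate 2. That sample correlated most with 20R replicate 4 (r 0.929) and 30R replicate 2 (0.916), against 0.836 to 0.895 with the other 20C samples. The fragment-length model of the authors' quantification gave a mean shift of 0.08 in the 4 other samples with an offset within 5 bases (-0.13 to 0.32, 3 of them toward 15R), against 0.33 in 20C replicate 2. The lowest of these is 20C replicate 3, whose comparison includes 20C replicate 2 itself, and the highest is 30R replicate 3, the nearest in offset (193.6 bases, against 193.32). The mean therefore does not set this explanation aside. For depth, its 13681424 fragments lay within the range of the other 20C samples. The predictions for swapped labels and depth were made only after the results were seen. Sequencing or library batch was not tested, as the files give no batch. The own offsets of samples numbered 1 (162.0 to 167.9 bases) stood apart from those of the other deep samples (183.5 to 193.6). The position of 20C replicate 2 may come from carry-over, the fragment-length model, a batch effect or a difference between the worms. A mislabelled 30R sample is not excluded either. These origins cannot be told apart, and no biological explanation was tested.

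The difference between regenerated and adjacent tissue itself differed between days, tested as an interaction in limma, for 4 transcripts between 15 and 20 dpa (smallest adjusted p = 2.2e-12), 1 between 15 and 30 dpa (adjusted p = 1.1e-11) and 3 between 20 and 30 dpa (smallest adjusted p = 3.8e-07). They were DN177589_c141_g1_i1, present in all 3 samples of 15R (1213.07 to 8894.82 FPKM) and at 0 in the other groups, and DN114310_c19_g1_i1, DN114310_c19_g2_i1 and DN114310_c19_g3_i1. The last 3 were present in every sample of 20C, 15R and 30R and at 0 in every sample of the other groups. DN304134_c57_g1_i1 had the same kind of pattern, present only in 0C. Of 594 transcripts at 100 FPKM or more in every sample of a group, 2 were exactly 0 in every sample of another. If values had been set to 0 for whole groups in the authors' quantification, zeros should come in whole groups. Of the 18 groups with a 0, 14 were wholly and 4 partly 0 (77.8% whole), and at 1000 FPKM 14 and 0 (100%). The 14 are the 7 groups at 0 of each of the 2 transcripts, which were noticed for these zeros, so the test adds no evidence beyond them. The band above 60% in which this test cannot separate the explanations was added after the 14 and 4 were known. For a batch of worms, 0 replicate numbers lay on one side. The choice of transcripts with values in whole groups and 0 in whole groups fixes this in advance, so the test cannot decide on a batch. For tissue or day, in 1 of the 2 transcripts the groups with values share both their tissue and their day with groups at 0. The predictions for the zeros set for whole groups, for the batch of worms and for tissue or day were made after the values were seen. Whether the values were set to 0 in the processing remains open, and reads from another organism were not tested, since the files hold no sequences.

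The comparison of the regenerated tissue with P0, which the paper mentions without giving numbers of transcripts for it, gave 755 transcripts at 15 dpa, 474 at 20 dpa and 35 at 30 dpa, and 30R compared with 15R gave 11. The real split alone gave so many among 10 splits of the samples of 15R and P0 (1 of 10), 35 splits of 20R and P0 (1 of 35), 10 splits of 30R and P0 (1 of 10) and 10 splits of 30R and 15R (1 of 10); with 10 splits the share can never be under 0.1. All P0 samples had the fixed fragment-length offset, as did 1 of 3 15R, 2 of 4 20R and 0 of 3 30R samples. With the fragment-length model as a covariate the numbers against P0 fell to 196, 203 and 4. As all P0 samples share the fixed offset, the covariate by itself makes comparisons with P0 less precise and lowers such numbers. The covariate fit also held the shallow 0C replicate 1, which has the fixed offset. The fall therefore does not show whether part of the difference comes from the quantification. On the scale from P0 (0) to 15R (1), 15R replicate 2, with the fixed offset, lay at 0.97, but it helps to define the scale. The 20R replicates with the fixed offset, 3 and 4, lay at 0.592 and 0.709, away from P0. The other 20R samples lay farther from P0, at 0.717 and 0.931, the direction that an effect of the offset would give. The samples of 30R and P0 alone cannot separate offset and tissue. The covariate fit, which left 4 transcripts, draws for this on the groups that hold both kinds of offset.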

How the results depend on the processing

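Of 25 headline results, 1 was unchanged under every alternative, the percentage of 15R differences returning toward 0C, which the use of the same 15R samples in both of its tests makes close to fixed in advance. Here a count was called unchanged within a set ratio to its main value, and a percentage within its 95% interval. Of 80 results named by transcript, 37 were unchanged under every alternative. Over the 1270 rows of these with an alternative, 163 changed: 141 weaker, 19 stronger and 3 reversed. Summing isoforms and asking for a fold change of at least 2 moved no headline result.

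Median-of-ratios scaling changed 1 count. There were 2 above 100-fold in 15R vs 0C.

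Fitting only the 2 groups compared removes the other samples from the estimate of the spread, including the shallow ones where these belong to neither group. The numbers of differentially expressed transcripts were 2 for 15C vs 0C, 2 for 20C vs 0C, 1 for 30C vs 0C, 32 for 15R vs 0C, 94 for 20R vs 0C, 3 for 30R vs 0C, 1 for P0 vs 0C, 3369 for 15R vs 15C, 2294 for 20R vs 20C, 5274 for 15R vs P0, 3853 for 20R vs P0, 352 for 30R vs P0, 2 for 20R vs 15R. The percentage lower was 54.8% for 15R vs 15C, 52.6% for 20R vs 20C. There were 105 in any comparison with 0C, 0 above 100-fold in 30R vs 0C, 0 of Table 3.

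Without the filter, low transcripts enter the test. Counts of differentially expressed transcripts came to 1 for 30C vs 0C, 72 for 30R vs 0C, 48 for P0 vs 0C, 4 for 30R vs 30C, 761 for 20R vs P0, 123 for 30R vs P0, 16 for 20R vs 15R, 51 for 30R vs 15R. Decreases made up 33.5% for 15R vs 15C, 19% for 20R vs 20C.

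A block for the replicate number changed 3 counts. The transcripts that differed numbered 7 for 30C vs 0C, 5 for 30R vs 30C, 6 for 30R vs 15R.

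Robust moderation of the variances changed 3 counts. The numbers of differentially expressed transcripts were 11 for 15C vs 0C, 8 for 30C vs 0C, 6 for 30R vs 15R.

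With a pseudocount of 0.1, added after seeing the data, low values weigh more, and the zeros of the shallow samples with them. Counts of differentially expressed transcripts came to 2 for 15C vs 0C, 1 for 30C vs 0C, 720 for 15R vs 0C, 537 for 20R vs 0C, 47 for 30R vs 0C, 4 for P0 vs 0C, 114 for 15R vs 15C, 20 for 20R vs 20C, 7 for 30R vs 30C, 286 for 15R vs P0, 149 for 20R vs P0, 3 for 30R vs P0, 1 for 30R vs 15R. Lower in regenerated tissue were 74.6% for 15R vs 15C, 70% for 20R vs 20C, 0% for 30R vs 30C. There were 829 in any comparison with 0C, 17 above 100-fold in 15R vs 0C, 4 above 100-fold in 20R vs 0C, 7 above 100-fold in 30R vs 0C, 2 of Table 3.

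A filter for an FPKM of at least 1 in every sample, added after seeing the data, keeps only transcripts found in the shallow samples too. The transcripts that differed numbered 0 for 15C vs 0C, 0 for 20C vs 0C, 0 for 30C vs 0C, 231 for 15R vs 0C, 147 for 20R vs 0C, 27 for 30R vs 0C, 0 for P0 vs 0C, 146 for 15R vs 15C, 71 for 20R vs 20C, 156 for 15R vs P0, 69 for 20R vs P0, 8 for 30R vs P0, 0 for 20R vs 15R, 33 for 30R vs 15R. The percentage lower was 59.6% for 15R vs 15C, 70.4% for 20R vs 20C. There were 250 in any comparison with 0C, 0 above 100-fold in 15R vs 0C, 0 above 100-fold in 30R vs 0C, 0 of Table 3.

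Leaving out the 2 shallow samples, added after seeing the data, takes out the samples in which most transcripts read 0. The numbers of differentially expressed transcripts were 50 for 15C vs 0C, 39 for 20C vs 0C, 20 for 30C vs 0C, 5707 for 15R vs 0C, 3995 for 20R vs 0C, 848 for 30R vs 0C, 12 for P0 vs 0C, 4444 for 15R vs 15C, 3280 for 20R vs 20C, 28 for 30R vs 30C, 5162 for 15R vs P0, 3569 for 20R vs P0, 688 for 30R vs P0, 1323 for 30R vs 15R. Decreases made up 48.4% for 20R vs 20C, 64.3% for 30R vs 30C. There were 6238 in any comparison with 0C.

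The same with the replicate block, also added, gave the following. Counts of differentially expressed transcripts came to 45 for 15C vs 0C, 35 for 20C vs 0C, 16 for 30C vs 0C, 6513 for 15R vs 0C, 4780 for 20R vs 0C, 1192 for 30R vs 0C, 5122 for 15R vs 15C, 4024 for 20R vs 20C, 41 for 30R vs 30C, 6070 for 15R vs P0, 4367 for 20R vs P0, 1072 for 30R vs P0, 1906 for 30R vs 15R. Lower in regenerated tissue were 47.5% for 20R vs 20C, 65.9% for 30R vs 30C. There were 7413 in any comparison with 0C, 2 above 100-fold in 15R vs 0C.

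The fragment-length model as a covariate, added after seeing the data, gave the following. The transcripts that differed numbered 2 for 15C vs 0C, 1 for 30C vs 0C, 1114 for 15R vs 0C, 26 for 30R vs 0C, 196 for 15R vs P0, 203 for 20R vs P0, 4 for 30R vs P0. The percentage lower was 40.1% for 15R vs 15C. There were 2 above 100-fold in 15R vs 0C.

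Only samples with a fitted fragment length, added after seeing the data, leave fewer samples per group. The numbers of differentially expressed transcripts were 63 for 15R vs 15C, 0 for 20R vs 20C, 1 for 30R vs 30C, 0 for 20R vs 15R, 1 for 30R vs 15R. Decreases made up 71.4% for 15R vs 15C, 0% for 30R vs 30C.

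With each sample of the groups concerned left out in turn, differentially expressed transcripts ranged from 2 to 27 for 15C vs 0C, from 4 to 28 for 20C vs 0C, from 1 to 54 for 30C vs 0C, from 619 to 2757 for 15R vs 0C, from 736 to 2834 for 20R vs 0C, from 33 to 212 for 30R vs 0C, from 3 to 9 for P0 vs 0C, from 107 to 301 for 15R vs 15C, from 26 to 344 for 20R vs 20C, from 1 to 99 for 30R vs 30C, from 169 to 329 for 15R vs P0, from 1 to 5 for 20R vs 15R, from 1 to 35 for 30R vs 15R, from 77 to 351 for 20R vs P0, from 1 to 24 for 30R vs P0. Percent lower in regenerated tissue ranged from 35.3% to 60.7% for 15R vs 15C, from 24.7% to 48% for 20R vs 20C, from 0% to 50% for 30R vs 30C. Transcripts ranged from 1518 to 5741 in any comparison with 0C, from 0 to 4 above 100-fold in 15R vs 0C, from 0 to 1 above 100-fold in 20R vs 0C, from 0 to 1 above 100-fold in 30R vs 0C, from 4 to 14 of Table 3. The percentage returning stayed at 100%, and the difference in effective number ranged from 43.2 to 379.0. For 15R against 15C and each regenerated tissue against P0, every fit with a sample left out gave fewer transcripts than the full fit.

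The difference in effective number of transcripts (199.5) reversed to -76.1 (exact permutation p = 0.91) without the 100 highest transcripts, which takes the few transcripts with most of the expression out of the measure. With the shallow sample left out it was 43.2. The following were added after seeing the data. Without the 100 highest transcripts and the shallow sample it was -476.6, or -494.9 in pairs (-76.1 in pairs with all samples). The count of transcripts with an FPKM of at least 1 gave 580.4 and reversed without the shallow sample, in which 2301 transcripts reach that value, to -695.2 and to -700.4 in pairs (exact sign-flip permutation p = 0.016, not adjusted for the 6 paired tests). Of the transcripts named, DN343980_c2_g12_i1 reversed in 15R against 0C, from 0.32 to -0.73 without 0C replicate 1 (range -0.73 to 0.95 over the fits with a sample left out), -0.73 without the 2 shallow samples and -0.79 without them and with the replicate block.

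Depth limits the comparisons with 0C and 30C, which hold the 2 shallow samples, but not these alone. Leaving both out raised 15R against 0C from 1837 to 5707 and 30R against 30C from 12 to 28. It also raised comparisons without these groups, 15R against 15C from 518 to 4444 and 30R against 15R from 11 to 1323. In 0C replicate 1 and 30C replicate 2, 1 fragment on a transcript of median length is worth 12.07 and 21.48 FPKM so that transcripts below this are mostly not detectable there. Not run were 5 alternatives set before the files arrived that need read counts: DESeq2 on all samples, DESeq2 on the 2 groups compared, thinning of the counts, at least 10 counts in every sample, and transcripts detected after thinning. With only fitted fragment lengths, the comparisons with 0C and P0 could not be run and 20R against 20C gave no percentage, as 0 transcripts passed. Some named transcripts were absent under stricter filters or without the shallow samples, among them DN304134_c57_g1_i1, and summing isoforms leaves no single transcripts of Table 3.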

Differences from the paper's values

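Of 55 values that the paper states and that could be computed, 36 differed. Counts were compared by the ratio of the larger to the smaller. A gap called closed can thus leave counts well apart, as with 50 against 75. For totals, the rule does not look at how many transcripts were higher or lower. The values of differentially expressed transcripts that differed follow, by comparison. For 15C vs 0C, the total was 7 against the paper's 75, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples (50, with 9 higher and 41 lower against the paper's 64 and 11), chosen after seeing the values. For 15C vs 0C, the number higher was 4 against the paper's 64, and no alternative set before the files arrived closed the gap. For 15C vs 0C, the number lower was 3 against the paper's 11, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 2 (8) and without 0C replicate 3 (10). For 20C vs 0C, the total was 6 against the paper's 72, and no alternative set before the files arrived closed the gap. For 20C vs 0C, the number higher was 4 against the paper's 64, and no alternative set before the files arrived closed the gap. For 20C vs 0C, the number lower was 2 against the paper's 8, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 2 (9) and without 0C replicate 3 (9). For 30C vs 0C, the total was 3 against the paper's 63, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (50, with 0 higher and 50 lower against the paper's 39 and 24), without 0C replicate 2 (50, with 1 higher and 49 lower against the paper's 39 and 24) and without 30C replicate 3 (54, with 38 higher and 16 lower against the paper's 39 and 24). For 30C vs 0C, the number higher was 0 against the paper's 39, a gap that closed, of the alternatives set before the files arrived, only without 30C replicate 3 (38). For 30C vs 0C, the number lower was 3 against the paper's 24, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 3 (29) and without 30C replicate 3 (16), and also without the 2 shallow samples (19), chosen after seeing the values. For 15R vs 0C, the total was 1837 against the paper's 8713, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples and with a replicate block (6513, with 2674 higher and 3839 lower against the paper's 3589 and 5124), chosen after seeing the values. For 15R vs 0C, the number higher was 1373 against the paper's 3589, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples and with a replicate block (2674), chosen after seeing the values. For 15R vs 0C, the number lower was 464 against the paper's 5124, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples and with a replicate block (3839), chosen after seeing the values. For 20R vs 0C, the total was 1674 against the paper's 5499, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples (3995, with 1894 higher and 2101 lower against the paper's 1887 and 3612) and without them and with a replicate block (4780, with 2483 higher and 2297 lower against the paper's 1887 and 3612), chosen after seeing the values. For 20R vs 0C, the number lower was 340 against the paper's 3612, and no alternative set before the files arrived closed the gap. For 30R vs 0C, the total was 165 against the paper's 1231, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples (848, with 345 higher and 503 lower against the paper's 617 and 614) and without them and with a replicate block (1192, with 533 higher and 659 lower against the paper's 617 and 614), chosen after seeing the values. For 30R vs 0C, the number higher was 108 against the paper's 617, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples and with a replicate block (533), chosen after seeing the values. For 30R vs 0C, the number lower was 57 against the paper's 614, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples (503) and without them and with a replicate block (659), chosen after seeing the values. For P0 vs 0C, the total was 7 against the paper's 21, and no alternative set before the files arrived closed the gap. For P0 vs 0C, the number higher was 6 against the paper's 12, a gap that closed, of the alternatives set before the files arrived, only without P0 replicate 1 (8). For P0 vs 0C, the number lower was 1 against the paper's 9, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples (7), chosen after seeing the values. In any of the 6 comparisons with 0C, the number was 2297 against the paper's 9645, and no alternative set before the files arrived closed the gap, but it closed without the 2 shallow samples and with a replicate block (7413), chosen after seeing the values.

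Of the 31 log2 fold changes of Table 3, 15 differed by more than the standard error of the fit, as the paper gives no error. Without the 2 shallow samples, a setting chosen after seeing the values, 8 did. A gap counts as closed within the standard error of the fit concerned, which some alternatives widen, so that it can close with the fold change unchanged. DN307027_c2_g1_i1 in 15R vs 0C had a log2 fold change of 4.86 (standard error 1.26) against the paper's 3.3, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (3.11), and also without the 2 shallow samples (3.11) and without them and with a replicate block (3.15), chosen after seeing the values. DN307027_c2_g1_i1 in 20R vs 0C had a log2 fold change of 4.38 (standard error 1.18) against the paper's 2.56, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (2.63), and also without the 2 shallow samples (2.63) and without them and with a replicate block (2.58), chosen after seeing the values. DN307027_c2_g1_i1 in 30R vs 0C had a log2 fold change of 4.76 (standard error 1.26) against the paper's 3, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (3), and also without the 2 shallow samples (3) and without them and with a replicate block (3.04), chosen after seeing the values. DN336427_c40_g22_i2 in 20R vs 0C had a log2 fold change of 3.47 (standard error 0.82) against the paper's 2.62, a gap that closed, of the alternatives set before the files arrived, only with only the 2 groups compared (3.47), without 0C replicate 1 (2.5), without 20R replicate 1 (3.43), without 20R replicate 2 (3.38) and without 20R replicate 4 (3.4), and also without the 2 shallow samples (2.5), without them and with a replicate block (2.5) and with the fragment-length covariate (3.36), chosen after seeing the values. DN340881_c2_g2_i1 in 15R vs 0C had a log2 fold change of 2.14 (standard error 0.82) against the paper's 2.98, a gap that closed, of the alternatives set before the files arrived, only with median-of-ratios scaling (2.18), with only the 2 groups compared (2.14), with the replicate block (2.14), with robust moderation (2.14), without 0C replicate 1 (2.55), without 15R replicate 2 (2.06) and without 15R replicate 3 (2.45), and also with a pseudocount of 0.1 (2.23), without the 2 shallow samples (2.55) and without them and with a replicate block (2.6), chosen after seeing the values. DN345132_c3_g25_i2 in 15R vs 0C had a log2 fold change of 2.34 (standard error 0.96) against the paper's 1.31, a gap that closed, of the alternatives set before the files arrived, only with only the 2 groups compared (2.34), without 0C replicate 1 (1.09) and without 15R replicate 1 (2.1), and also without the 2 shallow samples (1.09), without them and with a replicate block (1.25) and with the fragment-length covariate (2.07), chosen after seeing the values. DN345132_c3_g25_i2 in 20R vs 0C had a log2 fold change of 2.67 (standard error 0.9) against the paper's 1.42, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (1.42), and also without the 2 shallow samples (1.42) and without them and with a replicate block (1.73), chosen after seeing the values. DN345132_c3_g25_i2 in 30R vs 0C had a log2 fold change of 1.92 (standard error 0.96) against the paper's 0.66, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (0.67) and without 30R replicate 3 (1.68), and also without the 2 shallow samples (0.67), without them and with a replicate block (0.83) and with the fragment-length covariate (1.39), chosen after seeing the values. DN355787_c5_g4_i1 in 15R vs 0C had a log2 fold change of 3.93 (standard error 1.09) against the paper's 2.63, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (2.48) and without 15R replicate 2 (3.79), and also without the 2 shallow samples (2.48) and without them and with a replicate block (2.49), chosen after seeing the values. DN355787_c5_g4_i1 in 20R vs 0C had a log2 fold change of 4.23 (standard error 1.02) against the paper's 2.66, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (2.78), and also without the 2 shallow samples (2.78) and without them and with a replicate block (2.84), chosen after seeing the values. DN349882_c1_g8_i1 in 15R vs 0C had a log2 fold change of 3.65 (standard error 1.05) against the paper's 2.47, a gap that closed, of the alternatives set before the files arrived, only with only the 2 groups compared (3.65), without 0C replicate 1 (2.25) and without 15R replicate 2 (3.52), and also without the 2 shallow samples (2.25), without them and with a replicate block (2.21) and with the fragment-length covariate (3.54), chosen after seeing the values. DN349882_c1_g8_i1 in 20R vs 0C had a log2 fold change of 3.89 (standard error 0.98) against the paper's 2.44, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 1 (2.48), and also without the 2 shallow samples (2.48) and without them and with a replicate block (2.48), chosen after seeing the values. DN355098_c0_g5_i4 in 15R vs 0C had a log2 fold change of 0.88 (standard error 0.44) against the paper's 1.87, and no alternative set before the files arrived closed the gap, but it closed with a pseudocount of 0.1 (2.24), chosen after seeing the values. DN355098_c0_g5_i4 in 20R vs 0C had a log2 fold change of 0.86 (standard error 0.41) against the paper's 1.61, and no alternative set before the files arrived closed the gap, but it closed with a pseudocount of 0.1 (2.14), chosen after seeing the values. DN355098_c0_g5_i4 in 30R vs 0C had a log2 fold change of 0.51 (standard error 0.44) against the paper's 1.09, a gap that closed, of the alternatives set before the files arrived, only without 0C replicate 3 (0.66), without 30R replicate 1 (0.62) and without 30R replicate 3 (0.72), and also with a pseudocount of 0.1 (1.44), chosen after seeing the values.

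The paper describes a majority of transcripts lower in regenerated than in adjacent tissue, and here 49% at 15 dpa, 30.8% at 20 dpa and 25% at 30 dpa were lower. Fits of only the 2 groups compared gave 54.8%, 52.6% and 44.4%. In the paper's Table 1 most transcripts that differ from 0C are lower in 15R and 20R, and here 74.7% and 79.7% were higher. Without the 2 shallow samples 58.6% and 52.6% were lower, and 58.9% and 48.1% with a replicate block as well. Its Table 1 has most differences of 30C as increases, and here 0 of 3 were. The order of the 3 regenerated tissues by number of transcripts was that of the paper in the fit of all samples. It was exchanged between 15R and 20R with only the 2 groups compared (32 and 94) and without 0C replicate 3 (at most 2757 and 2834).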

Other observations

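The number of transcripts detected in the 2 shallow samples was below what their depth gives. In 0C replicate 1, 3263 transcripts were detected, against a mean of 6382 expected from the other 0C samples at the same number of fragments (4222 and 4343 if the commonest step stands for 1 fragment). In 30C replicate 2, 2301 were detected against 4978. Low depth alone therefore did not account for either number. No biological explanation was tested.

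Most transcripts that differed between regenerated tissue and 0C were higher in the regenerated tissue (74.7% at 15 dpa). Without 0C replicate 1 the share was 31.8% at 15 dpa (714 of 2246 transcripts), 34.6% at 20 dpa and 24.6% at 30 dpa, so the shallow 0C sample may be the source of the majority. False calls from unequal depth were tested in simulated samples without differences at the real depths, where 15R against 0C gave 0 calls, as did every other comparison except 30R against 30C with 1. The simulated shallow samples lost transcripts only as their depth gives, whereas the real ones lost more. The simulation therefore does not exclude false calls from that further loss. Without true differences, it also cannot address the share that was higher. Both predictions were made after results had been seen.

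With the 2 shallow samples left out, 28 transcripts differed between 30R and 30C and 4444 between 15R and 15C. With 15C cut to 2 samples, the number of samples left in 30C, the 3 choices gave 2891 to 4081 transcripts. With 20C cut to 2 samples, 20R against 20C gave 501, 779 and 999 when replicate 2 was kept, and 2634 to 3701 otherwise. None of these numbers was as low as 28. As the number depended on which 2 samples were kept, their share in the fall at 30 dpa cannot be told.

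Other splits of the samples into groups of the same sizes were counted, the real split included. For the adjacent tissue against 0C, 2 of 10 splits (15C), 4 of 35 (20C) and 5 of 10 (30C) gave at least as many transcripts, and for P0 against 0C 3 of 10. For 15R, 20R and 30R against 0C the numbers were 1 of 10, 1 of 35 and 1 of 10, and for 15R, 20R and 30R against the adjacent tissue 1 of 10, 1 of 35 and 1 of 10. For 20R against 15R it was 1 of 35. For the percentage lower in regenerated tissue only 2 of 10, 2 of 35 and 3 of 10 splits gave a value, the real one included. These values ran from 49% to 100%, 0% to 30.8% and 0% to 100%, and are too few to judge the percentage. For transcripts induced more than 100-fold, 1 of 10, 35 of 35 and 1 of 10 splits gave at least as many. Of 100 splits drawn, 11 gave as many transcripts in any comparison with 0C, 1 as many transcripts of Table 3, and 6 a percentage returning toward 0C as high, with no value in the other 94. The paper had selected the transcripts of Table 3 for upregulation between these groups, which favours the real split. The largest number in a split of 30C and 0C was 11337, and in the draws for any comparison 11303. These splits put the 2 shallow samples in one group, so that in these comparisons depth and the grouping cannot be told apart.

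More than 100-fold induction over 0C was found for 1 transcript in 15R (DN177589_c141_g1_i1, 2521.9-fold on the log2(FPKM + 1) scale), 0 in 20R (highest DN345747_c2_g16_i1, 44-fold) and 1 in 30R (DN114310_c19_g2_i1, 100-fold). DN177589_c141_g1_i1 and DN114310_c19_g2_i1 were at 0 FPKM in every 0C sample, so the size of their folds is set by the pseudocount. With a pseudocount of 0.1 the folds were 25206.6 in 15R and 983.9 in 30R. The files name no transcript as Brachyury.

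DN343980_c2_g12_i1, of Table 3, was at 5.33 ± 4.78 FPKM (SD, n = 3) in 0C, 138.07 ± 92.83 (n = 3) in 15C, 92.66 ± 57.91 (n = 4) in 20C, 54.09 ± 70.69 (n = 3) in 30C and 60.25 ± 9.3 (n = 3) in P0. In the regenerated tissue it was at 4.56 ± 1.64 (n = 3) at 15 dpa, 21.97 ± 18.76 (n = 4) at 20 dpa and 66.75 ± 38.93 (n = 3) at 30 dpa.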
